# Dynamic m^6^A mRNA Methylation Reveals the Role of METTL3/14-m^6^A-MNK2-ERK Signaling Axis in Skeletal Muscle Differentiation and Regeneration

**DOI:** 10.3389/fcell.2021.744171

**Published:** 2021-10-01

**Authors:** Shu-Juan Xie, Hang Lei, Bing Yang, Li-Ting Diao, Jian-You Liao, Jie-Hua He, Shuang Tao, Yan-Xia Hu, Ya-Rui Hou, Yu-Jia Sun, Yan-Wen Peng, Qi Zhang, Zhen-Dong Xiao

**Keywords:** m^6^A, METTL3/14, MNK2, ERK signaling, skeletal muscle differentiation and regeneration

## Abstract

N^6^-methyladenosine (m^6^A) RNA methylation has emerged as an important factor in various biological processes by regulating gene expression. However, the dynamic profile, function and underlying molecular mechanism of m^6^A modification during skeletal myogenesis remain elusive. Here, we report that members of the m^6^A core methyltransferase complex, METTL3 and METTL14, are downregulated during skeletal muscle development. Overexpression of either METTL3 or METTL14 dramatically blocks myotubes formation. Correspondingly, knockdown of METTL3 or METTL14 accelerates the differentiation of skeletal muscle cells. Genome-wide transcriptome analysis suggests ERK/MAPK is the downstream signaling pathway that is regulated to the greatest extent by METTL3/METTL14. Indeed, METTL3/METTL14 expression facilitates ERK/MAPK signaling. Via MeRIP-seq, we found that MNK2, a critical regulator of ERK/MAPK signaling, is m^6^A modified and is a direct target of METTL3/METTL14. We further revealed that YTHDF1 is a potential reader of m^6^A on MNK2, regulating MNK2 protein levels without affecting mRNA levels. Furthermore, we discovered that METTL3/14-MNK2 axis was up-regulated notably after acute skeletal muscle injury. Collectively, our studies revealed that the m^6^A writers METTL3/METTL14 and the m^6^A reader YTHDF1 orchestrate MNK2 expression posttranscriptionally and thus control ERK signaling, which is required for the maintenance of muscle myogenesis and may contribute to regeneration.

## Introduction

Multiple layers of epigenetic regulation play essential roles in skeletal muscle development, and body movement in mammals requires a highly coordinated epigenetic regulatory network. Our previous studies clarified that DNA methylation and demethylation (Diao et al., 2021b), as well as noncoding RNAs, including miRNAs and lncRNAs (long noncoding RNAs), play pivotal roles in skeletal muscle differentiation (Huang et al., 2011; Xie et al., 2018; Liu et al., 2021; Tan et al., 2021). Additionally, RNA modifications have recently been recognized as novel epigenetic regulators. More than one hundred types of chemical modifications have been identified in cellular RNAs (Roundtree et al., 2017), among which N^6^-methyladenosine (m^6^A) is the one most extensively studied.

m^6^A RNA methylation is one of the most prevalent modifications of messenger RNAs (mRNAs) in cells, and its dysregulation has been linked to developmental dysplasia, cancer and other human diseases (Deng et al., 2018; Wang et al., 2018, 2019; Weng et al., 2018; Zhang M. et al., 2020). m^6^A is a reversible and dynamic RNA modification. High-throughput sequencing studies revealed that m^6^A modifications may affect thousands of genes in a given type of cell. m^6^A sites were found in the consensus RNA motif “RRACH” (R = A or G; H = A, U, or C), which is enriched near stop codons and in 3′ untranslated regions (UTRs) of mRNA (Meyer et al., 2012). The abundance and effects of m^6^A on RNA are determined by the dynamic interplay between methyltransferases (“writers,”) binding proteins (“readers”) and demethylases (“erasers”) (Yang et al., 2018; Shi et al., 2019). The m^6^A writer machinery is a methyltransferase complex including the m^6^A-METTL complex and the m^6^A-METTL-associated complex, which comprises methyltransferase-like 3 (METTL3)/methyltransferase-like 14 (METTL14) and Wilm’s tumor 1-associating protein (WTAP)/ZC3H13/VIRMA/HAKAI (Ping et al., 2014; Knuckles et al., 2018). METTL3 and METTL14 are the core m^6^A writers, and both contain methyltransferase domains and engage in cooperative functions, but only METTL3 is the catalytically active subunit; METTL14 plays a structural role critical for substrate recognition (Wang et al., 2016; Meyer and Jaffrey, 2017). m^6^A-mediated regulation is dependent on the recognition of m^6^A-binding proteins, which are represented by the YTH domain family (Meyer and Jaffrey, 2017) and IGF2BP proteins, which were identified after the YTH family (Huang et al., 2018). For instance, the cytoplasmic YTHDF proteins YTHDF1-3 were found to regulate the translation and decay of m^6^A-modified mRNA (Yang et al., 2015). The first study to explore the function of a YTH protein examined YTHDF2, which mediates the well-documented instability of m^6^A-containing mRNA and may interact only transiently with P-bodies to deliver mRNAs for decay. In contrast to YTHDF2, YTHDF1 was shown to promote translation without affecting mRNA stability (Meyer and Jaffrey, 2017). The m^6^A RNA modification can also be reversed by m^6^A demethylases, fat mass and obesity-associated protein (FTO) and a-ketoglutarate-dependent dioxygenase, alkB homolog 5 (ALKBH5) (Zhao et al., 2014; Yang et al., 2015). An interesting issue that requires further investigation is how these macromolecular complexes work in coordination and achieve precise control at multiple levels.

Our most recent study confirmed that the m^6^A key methyltransferase METTL3 is involved in the biogenesis of muscle-specific miRNAs (Diao et al., 2021a). This finding is consistent with a previous report indicating that METTL3 is sufficient to enhance miRNA maturation in a global and non-cell-type specific manner (Alarcón et al., 2015). Other studies have shown that m^6^A methylation is involved in muscle formation and maintaining muscle homeostasis, as well as in multifaceted functions in musculoskeletal disorders (Zhang W. et al., 2020). For example, Kudou et al. (2017) reported that the myogenic potential is maintained partly by the Mettl3-mediated stabilization of processed MyoD mRNA through m^6^A modification of the 5′ UTR during proliferative phases. Gheller et al. (2020) showed that global m^6^A levels were increased after skeletal muscle injury at a time point corresponding to rapid muscle stem cell (MuSC) proliferation, and global m^6^A levels in primary mouse myoblasts or C2C12 myoblasts were shown to increase during proliferation and to decline during differentiation *in vitro*. METTL3 knockdown affected MuSC engraftment after primary transplantation (Gheller et al., 2020). However, the key downstream targets and the underlying mechanism still need to be fully elucidated. Recently, Zhang X. et al. (2020) demonstrated that knockdown of METTL14, another m^6^A methyltransferase, inhibited the differentiation and promoted the proliferation of C2C12 myoblasts. Lin et al. (2020) found that METTL3 was upregulated in adipose-derived stem cells undergoing vascular smooth muscle differentiation induction. Overall, these studies suggest that the exact functions of METTL3 and METTL14 in skeletal muscle development are still unclear, especially the underlying molecular mechanism, which needs to be elucidated.

Here, we report a significant decrease in the m^6^A methylation level during myogenesis, which was accompanied by a decline in the expression of the key methyltransferases METTL3 and METTL14. Gain-of-function and loss-of-function studies revealed that METTL3/14 significantly inhibited the differentiation of skeletal muscle cells *in vitro*. Coupling RNA-seq and MeRIP-seq, we found that METTL3/14 could activate ERK/MAPK signaling and thus impair skeletal muscle differentiation by directly targeting MAP kinase-interacting kinase 2 (MKNK2, MNK2). Further results suggested that YTHDF1 is a critical reader for MNK2 because it regulated its protein levels without affecting mRNA levels. Furthermore, we found that METTL3/14-MNK2 axis favors the early stage muscle regeneration after acute injury. Our study revealed that a decrease in m^6^A methylation was required for skeletal muscle differentiation, but m^6^A was a positive regulator for the early stage of muscle regeneration after injury, suggesting that METTL3/14 regulates skeletal muscle differentiation and regeneration by modifying MNK2 via m^6^A.

## Materials and Methods

### Animal Studies

Male C57BL/6J mice were purchased from GemPharmatech Co., Ltd. (Nanjing, China). Mice were housed in the animal facility and had free access to water and standard rodent chow. All animals care and surgical procedures were approved by the Animal Ethics Committee at The Third Affiliated Hospital of Sun Yat-sen University.

Fetal (E12.5, E15.5, and E18.5) and postnatal (1, 2, and 8 weeks) hind limb muscles were isolated for RNA and protein extraction.

For mouse muscle injury and regeneration experiment, tibialis anterior (TA) muscles of 6-week-old male mice were injected with 25 μl of 10 μM cardiotoxin (CTX, Merck Millipore, 217503), 0.9% normal saline (Saline) were used as control. The regenerated muscles were collected at day 1, 3, 5, and 10 post-injection. TA muscles were isolated for Hematoxylin and eosin staining or frozen in liquid nitrogen for RNA and protein extraction.

### Isolation of Muscle Stem Cells

MuSCs were FACS-sorted from hind limb muscles of postnatal 1-week mice as previously described (Xie et al., 2018). Briefly, mechanical and enzymatic dissociation of cells, released resident mononucleated cells, then followed by antibody CD45 (PE/Cy7-CD45, eBioscience, 25-0451-82), CD31 (FITC-CD31, BioLegend, 102506), Sca1 (V450-Sca1, BD, 560653) and VCAM1 (efluor660-VCAM1, eBioscience, 50-1061-80) staining and FACS isolation. Collection of the cells those were positive for VCAM1 expression and negative for CD31, CD45, and Sca1.

### Cell Culture

HEK-293T and mouse skeletal muscle C2C12 cells were purchased from the Cellular Library of the National Collection of Authenticated Cell Cultures (Shanghai, China) and cultured in growth medium (GM), which consisted of Dulbecco’s Modified Eagle’s Medium (DMEM, Gibco) supplemented with 10% fetal bovine serum (FBS, Life Technology), 100 U/ml penicillin, and 100 μg/ml streptomycin (1 × penicillin–streptomycin). The sorted MuSCs were cultured in GM supplemented with 2.5 ng/mL bFGF (Life Technology). When MuSCs or C2C12 cells grow up to about 90% confluency, the GM was subsequently replaced with differentiation medium (DM), which was DMEM containing 2% horse serum (HyClone).

To inhibit the activity of the ERK signaling pathway, C2C12 cells were treated with 10 or 20 μM PD0325901 (PD, Sigma-Aldrich), respectively, and DMSO (Sigma-Aldrich) was used as the negative control.

### Western Blot and Antibodies

Cells or homogenized tissue were lysed in ice-cold RIPA buffer containing 1 × protease inhibitor cocktail and phosphatase inhibitor (Roche). Equivalent total protein extracts were separated by SDS-PAGE and transferred to nitrocellulose membrane (GE Healthcare Life science, Germany). After that, membranes were blocked with 5% bovine serum albumin (BSA) for 1 h at room temperature. Primary antibodies were incubated and a horseradish peroxidase-conjugated secondary antibody was followed. The following antibodies were used in this study: antibodies for MEF2C (#5030), p-ERK (#9101S), ERK (#9102S), p-AKT (Thr308, #13038), p-AKT (Ser473, #4060) and GAPDH (#2118) were obtained from Cell Signaling Technology. Antibodies for MyoD (sc-760), WTAP (sc-374280) and MNK2 (sc-271559) were obtained from SantaCruz. Antibodies for METTL3 (#15073-1-AP) and Vinculin (#26520-1-AP) were obtained from Proteintech. Antibodies for ALKBH5 (ab174124) and Ki67 (ab15580) was obtained from Abcam. Antibodies for MHC (MAB4470), METTL14 (HPA038002), FTO (#597-FTO) and GFP (AE012) were obtained from R&D, Sigma, PhosphoSoklutions and ABclonal, respectively. Horseradish peroxidase-conjugated secondary antibodies were used to detect the primary antibodies. Immunoreactivities were determined using the ECL method (Advansta). The gray value of each protein band was quantified using ImageJ software.

### Plasmids Construction and Stable Cell Generation

cDNAs of mouse METTL3 and METTL14 were subcloned to pKD-CMV-MCS-EF1-PURO (pKD) vector by Gibson Assembly, pKD-GFP were subcloned as negative control. The gRNAs downstream transcription start sites used to guide the fusion of inactive Cas9 (dCas9) to the Krüppel-associated box (KRAB) repressor. The shRNA oligonucleotides were annealed and cloned into pLKO.1-TRC plasmid. Cignal 45-pathway reporter arrays, the ERK pathway reporter which measure the activity of the EKR pathways were purchased from Qiagen (Qiagen, Hilden, Germany). To generate stable cells, lentivirus were produced in 293T cells by transfecting these lentiviral vetors respectively with psPAX.2 and pMD2.G. Forty eight hours later, lentiviruses were collected, filtered, and infected target cell lines. Stable cells were selected by puromycin antibiotic.

All primers for cloning were listed in Supplementary Table 1.

### RNA Oligonucleotides and Transient Transfection

Small interfering RNA (siRNA) targeting YTH family (si-YTHDF1, si-YTHDF2, si-YTHDF3, and si-YTHDC1), and corresponding negative control siRNA (si-NC) were obtained from GenePharma Co., Ltd. (Suzhou, China). The cells were reverse transfected using Lipofectamine 2000 according to the manufacturer’s protocol. A final concentration of 100 nM siRNAs was used for each transfection.

The sequences of the siRNAs were listed in Supplementary Table 2.

### RNA Extraction and Quantitative RT-PCR Analysis

Total RNA was extracted from cells or tissues with TRIzol reagent (Invitrogen). First-strand cDNA for PCR analyses was synthesized with a PrimeScript RT reagent kit (Takara), quantitative real-time PCR was performed using 2 × ChamQ Universal SYBR qPCR Master Mix (Vazyme). GAPDH gene was used as endogenous control. Expression values of RNA were calculated using the comparative Ct method. Results were presented as Mean ± SD.

All primers for qPCR were listed in Supplementary Table 1.

### m^6^A-RIP qPCR

m^6^A methylated RNA immunoprecipitation was performed as we previously described (Diao et al., 2021a). Briefly, 200 μg total RNA were incubated with 8 μg m^6^A antibody (#202003, Synaptic Systems, Germany) for 2 h on a rotating wheel at 4°C. Then, 50 μL protein A/G magnetic beads were added to reaction mixtures for 2 h on a rotating wheel at 4°C. After washed three times, beads were incubated with DNase I at 37°C for 30 min and were then digested by Proteinase K for about 2 h at 37°C with rotation. MicroElute RNA CleanUp Kit (Omega) was used for RNA purification. Purified RNA was reverse transcribed and was quantified by real-time RT-PCR.

### m^6^A Dot Blot Assay

Dot blot was performed as previously described with minor modification (Chen et al., 2015). Briefly, appropriate number of cells was and harvested avoiding RNA degradation, then purified by Dynabeads mRNA purification kit (Invitrogen, #61012). RNA samples were quantified and denatured at 95°C for 3 min, then cooled down on ice for 2 min. Samples were spotted on the membrane (Amersham Hybond-N^+^, GE) and air dry for 5 min, followed by UV-crosslink (2 auto-crosslink, 150 mJ/cm^2^ UV Stratalinker, STRATAGENE). Membranes were washed in TBST and dyed in Methylene-blue (Sigma-Aldrich) as quantitative control. Then blocked in 5% non-fat dry milk in TBST for 2 h at room temperature, incubated with m^6^A antibodies (1:1,000, Synaptic Systems, 202-003) for overnight at 4°C. After 3 time washes, membranes were incubated with HRP linked secondary anti-rabbit IgG antibody (1:5,000, CST, #7074) for 1 h at room temperature. Signals were detected with ECL Plus Western Blotting Reagent Pack (GE Healthcare). The dots were quantified by Image J.

### Immunofluorescence

Cells were fixed in 4% formaldehyde for 30 min at room temperature prior to cell permeabilization with 0.1% Triton X-100 at 4°C for 10 min. Then, cells were blocked with 2.5% BSA in PBS (Beyotime) for 2.5 h. After blocking, cells were incubated with an anti-MHC antibody overnight at 4°C. The cells were washed 3 times with PBS for 10 min and then incubated with an Alexa Fluor 594-conjugated (Invitrogen) secondary antibody for 1 h. Nuclei were labeled with Hoechst (Invitrogen) for 10 min at a concentration of 0.5 μg/mL, and fluorescence signals were acquired and analyzed by laser scanning confocal microscopy (Zeiss).

### Dual-Luciferase Reporter Assays

For analysis of the Cignal finder pathway reporter arrays, transient transfections were performed in C2C12 cells stably overexpressed GFP or METTL3/14 as previously reported (Diao et al., 2021b). 50 ng of Cignal pathway reporter and standard negative control were transfected using lipofectamine 2000 reagent (Invitrogen) according to the manufacturer’s protocol. Firefly and Renilla luciferase activities were consecutively measured at 48 h after transfection using the Dual-Luciferase Reporter Assay kit (Promega).

### MeRIP Sequencing

Total RNA was isolated and purified using TRIzol reagent (Invitrogen) following the manufacturer’s procedure. The RNA amount and purity of each sample was quantified using NanoDrop ND-1000 (NanoDrop). The RNA integrity was assessed by Bioanalyzer 2100 (Agilent) with RIN number > 7.0, and confirmed by electrophoresis with denaturing agarose gel. Poly (A) RNA is purified from 50 μg total RNA using Dynabeads Oligo (dT) 25-61005 (Thermo Fisher Scientific). Then the poly (A) RNA was fragmented into small pieces using Magnesium RNA Fragmentation Module (NEB). Then the cleaved RNA fragments were incubated with m^6^A-specific antibody (#202003, Synaptic Systems, Germany). Then the IP RNA was reverse-transcribed to create the cDNA by SuperScript^TM^ II Reverse Transcriptase (Invitrogen, cat. 1896649), and fowling to synthesize U-labeled second-stranded DNAs. Then ligation with the adapter to the A-tailed fragmented DNA, the ligated products are amplified with PCR and performed the 2 × 150 bp paired-end sequencing (PE150) on an Illumina NovaSeq^TM^ 6000 (LC-Bio Technology Co., Ltd., Hangzhou, China) following the vendor’s recommended protocol.

### Statistical Analysis and Data Mining

For meRIP-seq, Fastp software^1^ was used to remove the reads that contained adaptor contamination, low quality bases and undetermined bases with default parameter. Then sequence quality of IP and Input samples were also verified using fastp. We used HISAT2^2^ to map reads to the reference genome (GRCm38, Ensembl) and kept unique mapped reads via samtools based on mapping quality larger than 30. Mapped reads of IP and input libraries were provided for R package exomePeak,^3^ which identifies significant m^6^A peaks and differential peaks, FDR ≤ 0.05 was considered significant. Bigwig format was produced via deeptools, as to be used for visualization on the IGV software.^4^ HOMER^5^ was used for *de novo* motif discovery based on top 1k most-enrichment peaks. Called peaks were annotated by intersecting with gene architecture using bedtools and custom python script. m^6^A metagene plot was plotted using Guitar package.

For mRNA-seq, clean fastq reads were aligned to mouse genome (Ensembl GRCm38) using hisat2 software. Raw gene read counts were calculated using featureCounts software based on Ensembl gene annotation (version 102), then values were normalized as RPKM (Reads per kilobase of exon per million reads mapped) using fpkm function in DESeq2 package. The differentially expressed genes were identified using DESeq2 package, genes with FDR (false discovery rate) ≤ 0.05 were considered statistically significant. GO and KEGG analyses were analyzed using clusterProfiler, *p* ≤ 0.05 were considered statistically significant. Heatmap was plotted using pheatmap package. Circos plot was plotted using Circos software.

Data are presented as the mean ± SD for three independent experiments unless otherwise noted in the figure legends. The statistical significance of difference between two means was calculated with the Student’s *t*-test (^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^****^p < 0.001, ^****^p < 0.0001), using Prism 9.0 (GraphPad Software).

## Results

### Down-Expression of Mettl3 and Mettl14 Are Required for Skeletal Muscle Development

To examine skeletal muscle differentiation, mouse C2C12 myoblasts were used to study myogenesis *in vitro*. We expanded C2C12 myoblasts in the presence of serum and initiated differentiation by serum withdrawal. The cell phenotype changed greatly, as described in our previous reports (Xie et al., 2018; Tan et al., 2021; Figure 1A). The differentiation of these cells was confirmed by the myogenic markers MHC, MEF2C and MyoD (Figure 1B). RNA dot blot assay was performed to investigate the dynamics of m^6^A RNA modification during myogenesis. We found that the levels of m^6^A marks were decreased during C2C12 cell differentiation. A significant downregulation of m^6^A levels was observed after serum withdrawal (Figure 1C and Supplementary Figure 1A). These results indicated that m^6^A methylation was reduced during skeletal muscle differentiation. Next, we wondered whether the decrease in m^6^A RNA modification was due to the altered expression of writers or erasers. We profiled the core components of m^6^A methyltransferases and demethylases. Interestingly, RNA and protein expression of METTL3/14 and WTAP were all significantly downregulated (Figure 1D and Supplementary Figure 1B) and negatively correlated with MHC and MEF2C expression (Figure 1B). And similar protein expression of these genes were shown in primary mouse skeletal muscle cells (Supplementary Figure 1C). While, the demethylases FTO and ALKBH5 had opposite changes during C2C12 differentiation (Supplementary Figure 1D), and the upregulation of FTO is consistent with previous report (Wang et al., 2017). To confirm the changes in the core m^6^A components during skeletal muscle development *in vivo*, we further profiled the expression of these genes in the hind limb muscle of developing mouse embryos. Consistent with the C2C12 cell mimic skeletal muscle differentiation results, METTL3/14 and WTAP protein levels were drastically downregulated (Figure 1E). The real-time PCR results also showed that all m^6^A modification methyltransferase genes were downregulated during mouse skeletal muscle development (Supplementary Figure 1E). These results implied that the downregulation of m^6^A was mainly due to the downregulation of its core methyltransferases, METTL3/14.

**FIGURE 1:**
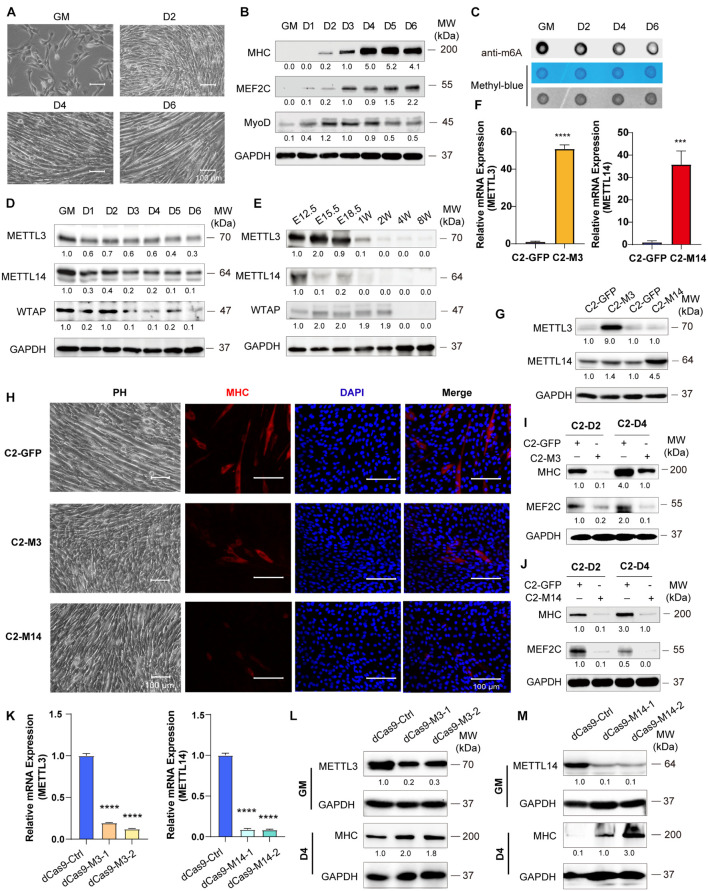
Down-expression of Mettl3 and Mettl14 are required for skeletal muscle development. **(A)** Phenotype of differentiation C2C12 myoblasts in growth medium (GM) or day2 (D2), day4 (D4) or day6 (D6) in differentiation medium. **(B)** Western blot analysis of skeletal muscle differentiation markers MHC, MEF2C and MyoD of differentiation C2C12 myoblasts. **(C)** RNA dot blot assay of m^6^A methylation level of differentiation C2C12 myoblasts. **(D)** Western blot analysis of core components of m^6^A methyltransferases METTL3, METTL14 and WTAP in differentiating C2C12 myoblasts. **(E)** Western blot analysis of core components of m^6^A methyltransferases METTL3, METTL14 and WTAP during developing mouse embryos muscle differentiation. Mouse hind limb muscles were isolated from seven time points: E12.5, E15.5, E18.5 (embryos), postnatal 1 week, postnatal 2 weeks, postnatal 4 weeks, and postnatal 8 weeks (adult). The expression levels of METTL3 and METTL14 in the indicated METTL3- or METTL14- overexpressing C2C12 cells were determined by **(F)** Real-time PCR and **(G)** western blot. **(H)** Cell phenotype of the indicated C2C12 stable cells for differentiation 3 days. And immunofluorescent microscopy analysis of the expression of myogenic marker MHC in the indicated C2C12 stable cells for differentiation 3 days. The Scale bar indicated as 100 μm. The expression of myogenic marker MHC and MEF2C in the indicated METTL3- **(I)** or METTL14- **(J)** overexpressing C2C12 stable cells upon differentiation for 2 or 4 days were detected by western blot. **(K)** Real-time PCR analysis of the RNA expression levels of METTL3 or METTL14 in the indicated METTL3/14 knockdown C2C12 stable cell lines. METTL3 or METTL14 were determined by western blot in indicated METTL3 **(L)** or METTL14 **(M)** knockdown C2C12 stable cell lines in GM, and myogenic marker MHC was determined in D4. Quantitative data was represented as Mean ± SD. ***p < 0.001, ****p < 0.0001.

Given the robust functional roles of METTL3 and METTL14 methyltransferases in m^6^A RNA modification, as well as the equivocal METTL3 and METTL14 function in skeletal muscle homeostasis (Gheller et al., 2020; Zhang X. et al., 2020), we overexpressed METTL3 or METTL14 in C2C12 cells, and GFP-overexpressing cells were used as negative controls. The real-time PCR and western blot results validated the overexpression of METTL3/14 (Figures 1F,G). When METTL3 or METTL14 was overexpressed, the formation of myotubes was suppressed, which was confirmed by myosin immunofluorescence staining (Figure 1H). The western blot assays clearly showed that the expression of the differentiation marker MHC and that of the muscle-specific transcription factor MEF2C were decreased upon overexpression of METTL3/14 (Figures 1I,J and Supplementary Figures 2A,B). The suppression of MHC and MEF2C by overexpressed METTL3/14 was further confirmed by real-time PCR assays (Supplementary Figures 2C,D).

To complement loss-of-function experiments, we designed two gRNAs downstream of transcription start sites and used them to guide the fusion of inactive Cas9 (dCas9) to the Krüppel-associated box (KRAB) repressor to inhibit the transcription of METTL3 or METTL14 in C2C12 cells. As shown in Figure 1K, the mRNA levels of Mettl3 or Mettl14 were greatly reduced compared to those of the control gRNA. Correspondingly, the protein levels of METTL3 and METTL14 were decreased (Figures 1L,M). Four days after the cell growth medium (GM) was switched to differentiation medium (DM), the protein levels of the differentiation marker MHC were clearly upregulated when METTL3 or METTL14 was knocked down (Figures 1L,M), validating the finding showing that METTL3 or METTL14 could inhibit the differentiation of C2C12 cells. Taken together, all these results suggested that down-expression of Mettl3 and Mettl14 are required for skeletal muscle development.

### METTL3/14 Blocks the Differentiation of Primary Mouse Skeletal Muscle Cells

To confirm the anti-differentiation functions METTL3 and METTL14, we isolated MuSC primary mouse skeletal muscle cells and infected them with lentiviruses encoding METTL3 or METTL14. Real-time PCR and western blot assays validated the success of METTL3/14 overexpression (Figures 2A,B). As determined by western blot assay, the MHC protein levels were clearly decreased when METTL3 or METTL14 was overexpressed (Figures 2C,D). The decrease in the differentiation markers MHC and MEF2C was also confirmed by real-time PCR assays (Supplementary Figure 3). These results suggested that METTL3/14 could repress the differentiation of primary mouse skeletal muscle cells.

**FIGURE 2:**
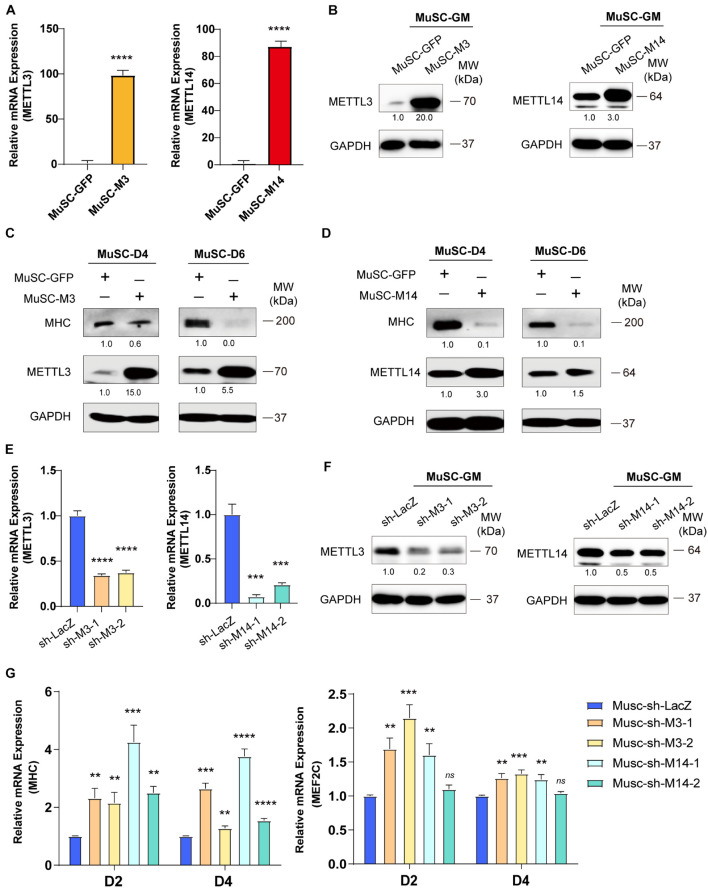
METTL3/14 blocks the differentiation of primary mouse skeletal muscle cells. The expression of METTL3 and METTL14 in the indicated METTL3- or METTL14- overexpressing MuSCs were determined by **(A)** Real-time PCR and **(B)** western blot. The expression of myogenic marker MHC in METTL3- **(C)** or METTL14- **(D)** overexpressing MuSCs upon differentiation for 4 or 6 days were detected by western blot. **(E)** Real-time PCR analysis of the RNA expression levels of METTL3 or METTL14 in the indicated METTL3/14 knockdown MuSC stable cells. **(F)** METTL3 or METTL14 were determined by western blot in indicated METTL3/14 knockdown MuSC stable cells. **(G)** Real-time PCR analysis of the RNA expression levels of myogenic marker MHC and MEF2C were determined in D2 and D4. Quantitative data was represented as Mean ± SD. **p < 0.01, ***p < 0.001, ****p < 0.0001, *ns* stands for not statistically significant.

To confirm our loss-of-function study, we knocked down METTL3 or METTL14 in MuSC primary mouse skeletal muscle cells. METTL3 and METTL14 were successfully knocked down, as shown by the significant decreases in mRNA and protein levels (Figures 2E,F). Via real-time PCR, we found that the mRNA levels of MHC and MEF2C were significantly upregulated (Figure 2G), validating the finding showing that METTL3/14 could repress the differentiation of mouse primary skeletal muscle cells. Thus, knocking down METTL3/14 promoted the differentiation of C2C12 and primary mouse skeletal muscle cells.

Taken together, our findings revealed that METTL3/14 inhibited muscle differentiation. Considering our results with those of previous studies (Gheller et al., 2020), we clarified that the m^6^A methyltransferases METTL3 and METTL14 have a common myogenetic suppressor function during skeletal muscle differentiation.

### METTL3/14 Activates ERK Signaling in C2C12 Cells

To delineate the molecular implications of m^6^A methylation during skeletal muscle differentiation, we profiled genome-wide gene expression using RNA-seq when METTL3 or METTL14 was overexpressed in C2C12 cells (Supplementary Table 3).

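C2C12 is a mouse myoblast line that proliferates in serum-rich growth medium (GM) and forms myotubes after serum withdrawal. RNA from stable C2C12 lines overexpressing METTL3, METTL14 or GFP, the negative control, was sequenced in GM. GFP-overexpressing cells were also sequenced after 4 days in differentiation medium (D4), which gave 4 groups with 2 libraries each. For the METTL14-overexpressing libraries the time point field of the sample labels gives day 4. Their titles give day 0 and the paper places them in GM (day 0), and the paper's assignment was used. The paper reports between 21803212 and 21900030 clean reads per library (median 21885397), of which 17434403 to 17809600 (median 17619746) mapped uniquely. These totals are the paper's, because the deposited tables hold no value per library. The authors aligned the reads to GRCm38 with hisat2, counted reads per gene with featureCounts on the Ensembl annotation (version 102), compared the groups with DESeq2 and kept the genes with FDR ≤ 0.05. Each of the 3 deposited tables gives, for each kept gene, the mean normalized count, the log2 fold change with its standard error (SE), the Wald statistic, and the p-value before and after Benjamini-Hochberg adjustment. A gene that did not pass this limit has no values, so its absence from a table gives neither a direction nor a size of change. The mean normalized count of a gene was the same in every table that listed it (largest relative difference 4.77e-10), so the tables come from a fit over a common set of libraries. METTL3- and METTL14-overexpressing cells were compared with the same GFP libraries. The number of genes in the authors' Benjamini-Hochberg adjustment is called the number tested here. It was recovered from the relation between p-value, rank and adjusted p-value in each table, and was 13932 for METTL3 and 15167 for METTL14. It differed between tables of a common fit, so percentages of the genes tested have unlike bases. The targeted genes were examined before any other. Mettl3 (ENSMUSG00000022160, chromosome 14 of GRCm38, 52294841 to 52305128) had a log2 fold change of 5.07 (SE 0.13) in METTL3-overexpressing cells in the authors' deposited table. Mettl14 (ENSMUSG00000028114, chromosome 3, 123368297 to 123386108) had a log2 fold change of 4.35 (SE 0.09) in METTL14-overexpressing cells in the authors' deposited table. The introduced cDNAs were of mouse origin, so their reads could not be told apart from those of the endogenous genes. Mettl14 was not listed for METTL3-overexpressing cells, and Mettl3 was not listed for METTL14-overexpressing cells.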

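In the authors' deposited table for METTL3-overexpressing cells, 1754 genes were listed (12.6% of the genes tested), of which 821 were higher and 933 lower than in GFP-overexpressing cells. In the authors' deposited table for METTL14-overexpressing cells, 1102 genes were listed (7.27% of the genes tested), 491 higher and 611 lower. Most of these changes were small. The median absolute log2 fold change in the authors' deposited tables was 0.68 for METTL3 and 0.76 for METTL14, and 67.9% and 65.1% of the listed genes changed less than 2-fold. A limit of 1 on the absolute log2 fold change moved the counts more than the other alternatives tried, to 563 genes for METTL3 (308 higher and 255 lower, so that higher genes were then in the majority) and 385 genes for METTL14 (182 higher and 203 lower). Apart from Mettl3, the genes with the highest Wald statistics in the authors' deposited table for METTL3 were Bmp4, Cd34, Fgf10 and Ptprf. Bmp4 (ENSMUSG00000021835, chromosome 14, 46383520 to 46390669) had a log2 fold change of 4.37 (SE 0.19, adjusted p = 1.22e-107 from the authors' DESeq2 fit) in the authors' deposited table. The log2 fold changes of Cd34, Fgf10 and Ptprf in the same authors' deposited table were 2.34, 3.41 and 2.49. The lowest Wald statistics in the authors' deposited table for METTL3 belonged to Actn3, Cdh15, Akap12, Sox11 and Igfbp2, with log2 fold changes of -1.81, -1.48, -1.88, -1.63 and -1.34. Bmp4, Cd34 and Fgf10 also led the authors' deposited table for METTL14 after Mettl14, with log2 fold changes of 3.59, 1.75 and 2.73, followed by Mir99ahg with 3.44. Sox11 (ENSMUSG00000063632, chromosome 12, 27334264 to 27342574) had the lowest Wald statistic in the authors' deposited table for METTL14, with a log2 fold change of -3.27 (SE 0.14, adjusted p = 7.78e-110 from the authors' DESeq2 fit). Next came Nxf3, Sorbs2, Loxl2 and Actn3, with log2 fold changes of -2.60, -2.33, -3.66 and -1.92 in the authors' deposited table. The GFP libraries are common to both comparisons, so a gene shifted in those libraries appears in both tables. Among the myogenic genes, Myod1 was lower in METTL3-overexpressing cells (log2 fold change -1.10, SE 0.13, adjusted p = 6.73e-15) and in METTL14-overexpressing cells (-0.51, SE 0.13, adjusted p = 0.00220) in the authors' deposited tables. Mef2c was lower in METTL14-overexpressing cells (log2 fold change -2.40, SE 0.33, adjusted p = 7.71e-11) in the authors' deposited table and was not listed for METTL3. Myog and the skeletal myosin heavy chain genes Myh1, Myh2, Myh3, Myh4, Myh7 and Myh8 were listed in neither table for cells in GM.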

First, we analyzed the RNA-seq data of METTL3- or METTL14-overexpressing cells compared with those of the GFP negative control group, and the results are shown in Figures 3A,B. A panel of genes was significantly differential expressed when METTL3 or METTL14 was overexpressed (Supplementary Tables 4, 5). Furthermore, there was a perfectly positive correlation between the overall expression profile of these two groups (*R* = 0.98, *p* < 2.2e-16). These data verified the consistency of the METTL3 and METTL14 functions (Figure 3C). 

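The lists of the authors' deposited tables for METTL3 and METTL14 had 809 genes in common, 46.1% of the METTL3 list and 73.4% of the METTL14 list, where 139 genes would be expected by chance. With the smaller of the recovered numbers of tested genes as the background, the odds ratio was 34.7. Fisher's exact test (two-sided) gave a p-value too small to be written as a number, and the log10 of the upper-tail probability was -549. Under the alternatives tried the odds ratio ranged from 24.1, with the genes listed in any deposited table as the background, to 69.7, with an absolute log2 fold change of at least 1 required in both lists. Of the shared genes, 804 (99.4%) changed in the same direction, 386 of them higher and 418 lower in both lines (two-sided exact binomial test across genes against a probability of 0.5, p = 1.68e-231). Across these genes the METTL3 and METTL14 log2 fold changes had a Pearson's r of 0.947 and a Spearman's rho of 0.957. Each had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give, and a Benjamini-Hochberg adjusted p of 1.2e-05 over the 6 correlations computed. Genes are not independent replicates, only genes past the limit on FDR enter, and noise of the shared GFP libraries enters both fold changes, so these values describe the listed genes. The difference between the METTL3 and METTL14 log2 fold changes was also tested for each shared gene against the combined standard errors (two-sided z test). It had a Benjamini-Hochberg adjusted p under 0.05 for 33 genes, 15 with the larger change under METTL3 and 18 with the larger change under METTL14. With a covariance for the shared GFP libraries included in the standard error, the number was 127. The 5 shared genes that changed in opposite directions, named after their values were seen, were Syt7, Crhr1, Fut9, Srpx2 and Jag1. The log2 fold change of Fut9 was -1.44 (SE 0.49) with METTL3 and 1.71 (SE 0.38) with METTL14 in the authors' deposited tables. The correlation in the paper is of overall expression profiles, and per-library expression values were not analysed here. From the correlation of the METTL3 and METTL14 profiles, the paper concludes that the METTL3 and METTL14 functions are consistent.

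**Figure D1:**
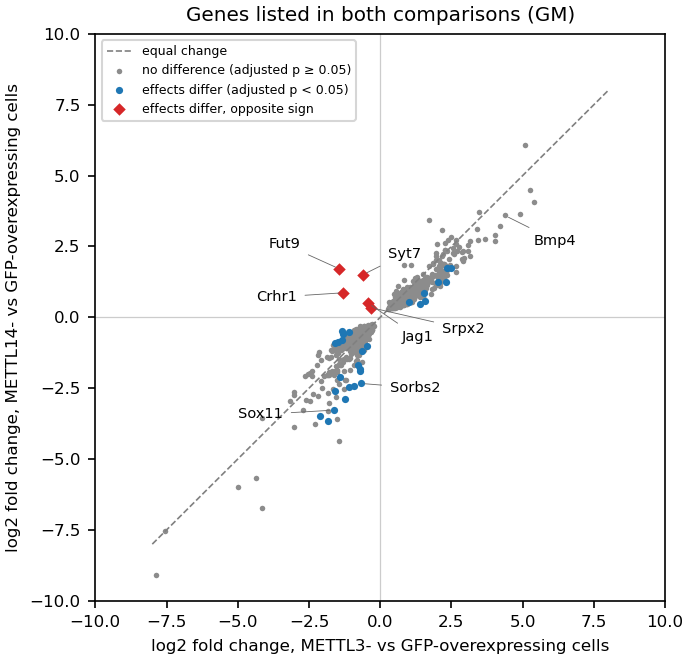
Log2 fold change against GFP-overexpressing cells for the 809 genes listed for both lines, with METTL3 on the x axis and METTL14 on the y axis; each point is a gene and the dashed line marks equal change. The 33 genes whose changes differ are coloured, and the 5 with opposite signs (diamonds) lie in the upper left quadrant.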

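Genes of the mitogen-activated protein kinase (MAPK) signaling pathway, as defined by KEGG, a database of pathway gene sets, were taken from the paper's Supplementary Tables 6 and 7. In the paper's tables this pathway held 46 of the 621 METTL3 genes with a KEGG annotation (adjusted p = 7.48e-04) and 33 of the 400 METTL14 genes (adjusted p = 0.00163). Ordered by the paper's p-values it was number 7 of 198 pathways for METTL3, where Focal adhesion came first, and number 6 of 183 for METTL14, where Pathways in cancer came first. Among the 23 terms with "signaling pathway" in their name it came first in both of the paper's tables. An enrichment does not give a direction, so the signs of the log2 fold changes were counted. Of the METTL3 MAPK genes, 16 were higher and 30 lower (34.8% higher), against 47.1% higher among the other listed genes (odds ratio 0.598, two-sided Fisher's exact test, p = 0.102, adjusted p = 0.204 over the family of 2 tests). Of the METTL14 MAPK genes, 11 were higher and 22 lower (33.3% higher), against 44.9% of the other listed genes (odds ratio 0.614, two-sided Fisher's exact test, p = 0.216, also after adjustment). Neither difference was larger than chance gives. With an absolute log2 fold change of at least 1 the METTL3 odds ratio reversed to 1.25 (10 MAPK genes, two-sided Fisher's exact test, p = 1), which moved it more than the other alternatives. The lists had 26 MAPK genes in common, all with the same sign in both lines, 15 lower and 11 higher. The highest log2 fold changes among the shared genes in the authors' deposited tables were those of the growth factor gene Fgf10 and the receptor gene Fgfr2, which was at 2.66 (SE 0.35) for METTL3 and 2.59 (SE 0.36) for METTL14. The growth factor gene Fgf7 was at 1.83 (SE 0.14) for METTL3 and 1.43 (SE 0.14) for METTL14 in the authors' deposited tables. Hspb1 was at -1.06 (SE 0.13) for METTL3 and -1.44 (SE 0.13) for METTL14 in the authors' deposited tables. Mapk3, which encodes ERK1, was slightly higher for METTL3 in the authors' deposited table (log2 fold change 0.28, SE 0.08, adjusted p = 0.00906) and not listed for METTL14. Mknk2, the gene for the kinase MNK2, was lower in both lines, with a log2 fold change of -0.40 (SE 0.12, adjusted p = 0.00884) for METTL3 and -0.40 (SE 0.12, adjusted p = 0.0145) for METTL14 in the authors' deposited tables. Genes for the dual specificity phosphatases (Dusp), some of which dephosphorylate MAP kinases, were looked at after their values were seen, and were lower wherever they were listed. There were 9 for METTL3, between -0.41 and -1.22, and 5 for METTL14, between -0.35 and -0.82, in the authors' deposited tables.

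**Figure D2:**
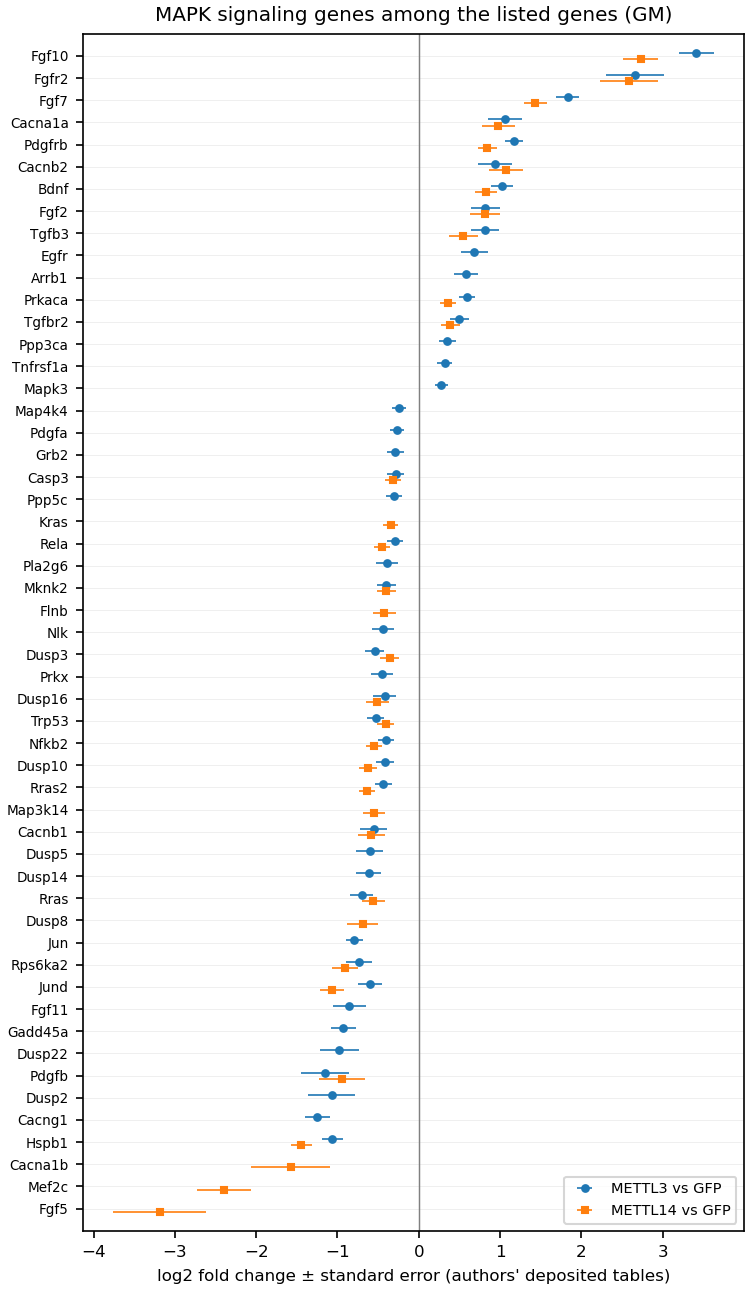
Log2 fold change against GFP-overexpressing cells in GM (x axis) of the 53 MAPK signaling genes (y axis) listed for METTL3 (circles) or METTL14 (squares); bars are the authors' standard errors of the log2 fold change. Fgf10 and Fgfr2 lie farthest to the right, and the signs are the same wherever a gene has both symbols.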

Next, we performed gene ontology analysis of the differentially expressed genes, and a KEGG pathway analysis revealed that the MAPK signaling pathway was the main significant signaling pathway, as indicated in both the METTL3 and METTL14 overexpression data (Figures 3D,E and Supplementary Tables 6, 7).

**FIGURE 3:**
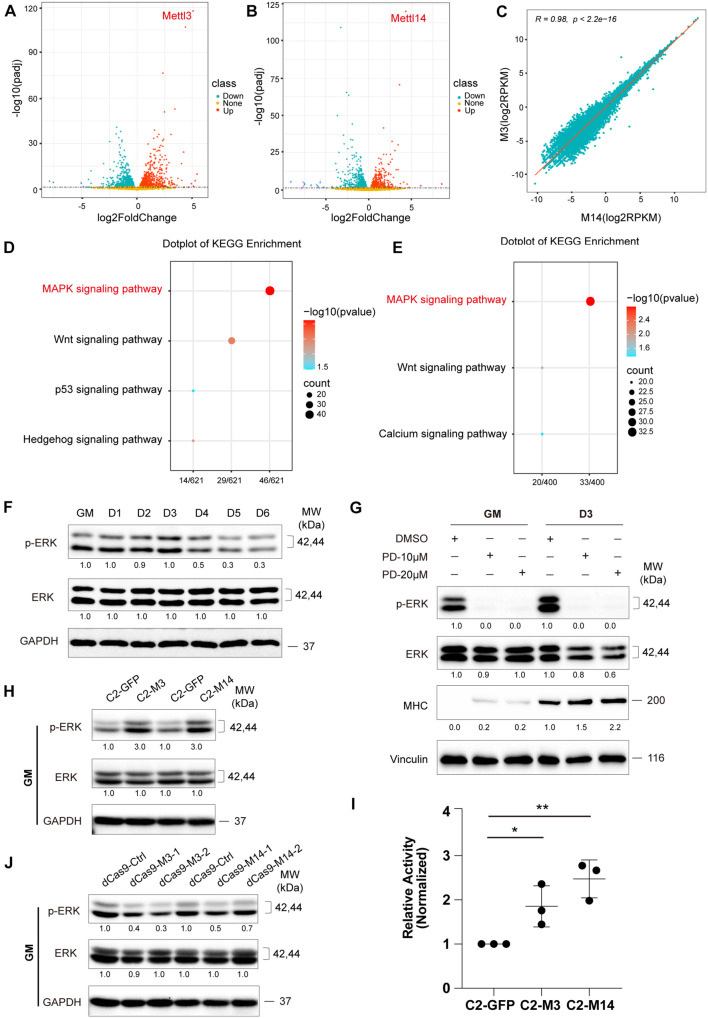
METTL3/14 activates ERK signaling in C2C12 cells. Volcano plot of differentially expressed genes in METTL3- **(A)** or METTL14- **(B)** overexpressing C2C12 cells in GM condition. **(C)** Correlation analysis of RNA profiles of METTL3- and METTL14- overexpressing C2C12 cells in GM condition. KEGG enrichment analysis of METTL3- **(D)** or METTL14- **(E)** overexpressing C2C12 cells. **(F)** Western blot analysis of ERK and its phosphorylated forms p-ERK of differentiation C2C12 myoblasts. **(G)** Western blot analysis of ERK, p-ERK and myogenic marker MHC in C2C12 cells that were treated with different dose of PD0325901 (PD) or DMSO for 48 h in growth medium (GM) or for 48 h in growth medium then shifted to differentiation medium for 3 days (D3). DMSO as negative control. **(H)** Western blot analysis of ERK and p-ERK in METTL3- or METTL14- knockdown C2C12 cells in GM condition. **(I)** The pathway assay revealed METTL3/14 affected the activity of ERK signaling. This examination was carried out in GM condition and the results were normalized to GFP overexpressing cells. Quantitative data was represented as Mean ± SD. The statistical significance of difference between two means was calculated with the *t*-test, *p < 0.05, **p < 0.01. **(J)** Western blot analysis of ERK and p-ERK in METTL3 or METTL14 knockdown C2C12 stable cell lines.

Many genes participate in the signal transduction of the MAPK cascade, and the ERK/MAPK signaling pathway has been reported to be involved in promoting the proliferation and inhibited differentiation of skeletal muscle (Michailovici et al., 2014; Yohe et al., 2018). We profiled ERK/MAPK signaling activity during the differentiation of C2C12 cells by detecting the phosphorylation of ERK via western blotting. As shown in Figure 3F, the ERK phosphorylation levels were downregulated when the growth medium of the C2C12 cells was switched to differentiation medium, suggesting that the activity of ERK signaling decreased during the differentiation of C2C12 cells. We chose AKT signaling as a negative control pathway and then tested the two phosphorylated forms of AKT, p-ATK at Thr308 and p-ATK at Ser473. As expected, the expression of these two phosphorylated forms of AKT did not change during muscle differentiation (Supplementary Figure 4A). To assess the role of ERK signaling in C2C12 cell differentiation, we treated C2Cl2 cells with the ERK-specific inhibitor PD0325901. ERK signaling activity was clearly inhibited, as indicated by ERK phosphorylation levels, while C2C12 cell differentiation was induced, elevating the expression of the myogenic markers MHC and MEF2C (Figure 3G and Supplementary Figure 5), indicating that ERK signaling could repress the differentiation of C2C12 cells. Interestingly, overexpression of METTL3 or METTL14 increased ERK phosphorylation levels and activated ERK signaling (Figures 3H,I), while knockdown of METTL3 or METTL14 showed the opposite effects (Figure 3J), suggesting that METTL3 or METTL14 may repress the differentiation of C2C12 cells by promoting ERK signaling activity. In the negative control pathway, the phosphorylated AKT proteins did not change when METTL3 or METTL14 expression was altered (Supplementary Figures 4B,C).

### MeRIP Sequencing Reveals MNK2 as an m^6^A-Enriched Transcript

Given the recent observations that METTL3/14 regulates target function via m^6^A RNA modification, we performed MeRIP-seq to decode the underlying m^6^A-RNA mechanisms in C2C12 cells. Two representative stages were selected: GM, in which myoblasts were cultured in growth medium corresponding to an undifferentiated state, and D4, in which cells were first grown to about 90% confluency and then replaced differentiation medium for 4 days, at which time the cells differentiated into obvious myotubes. We obtained over 20 thousand unique peaks from each MeRIP-seq sequencing library (FDR ≤ 0.05, Supplementary Tables 8–10). The *de novo* motif predicted by HOMER showed that the m^6^A sites of all the samples were highly concordant within the typical m^6^A motif “RRACH” (Figure 4A). 

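For the comparison of D4 with GM, the RNA values come from the 2 GFP-overexpressing libraries of each stage and were made by the authors as described for the overexpression comparison. In the authors' deposited table, 9823 of 18869 tested genes were listed (52.1%), 5041 higher and 4782 lower at D4. At least 2-fold changes were listed for 3150 higher and 2297 lower genes in the authors' deposited table, and 44.5% of the listed genes changed less. The log2 fold changes in the authors' deposited table ran from -11.47 to 16.10. For 759 genes the standard error in the authors' deposited table was above 1, with a median mean normalized count of 6.30, so that the sizes of these changes are imprecise. A filter on mean normalized counts of at least 100 left 7440 genes and moved the share of higher genes from 51.3% to 43.7%. This mean is taken over all libraries, most of them in GM, so the filter can itself remove genes expressed mainly at D4. The marker genes followed the stage named on the libraries. Myog had a log2 fold change of 7.93 (SE 0.26), Myh3 of 14.02 (SE 0.38) and Myh4 of 16.10 (SE 1.45), whereas Mki67, a proliferation marker, was at -3.83 (SE 0.15) in the authors' deposited table. By Wald statistic the highest genes in the authors' deposited table were Acta1, Ryr1, Tnnt3, Actn3 and Tnnc1, and the lowest were Cdk1, Top2a, Mcm5, Mcm3 and Foxm1. Of the m6A writers, Mettl14 was at -0.75 (SE 0.11, adjusted p = 2.16e-11) and Wtap at -0.84 (SE 0.11, adjusted p = 4.26e-13) in the authors' deposited table, and Mettl3 was not listed. The 4 MeRIP-seq libraries themselves were not analysed here. In MeRIP-seq, fragments of poly(A) RNA are captured with an antibody against m6A and sequenced beside the input, and peaks are regions enriched in the captured RNA. The authors called peaks and differential peaks with exomePeak at FDR ≤ 0.05. Each stage has a captured and an input library without replicates, so the peak calls carry no measure of spread between replicates. The peaks were taken from the paper's supplementary tables, of which chromosome 1 was used for the peaks of each stage and chromosomes 1 to 7 for the differential peaks, and peaks were joined to the RNA values by the gene's Ensembl identifier.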

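On chromosome 1 of GRCm38, between positions 4776264 and 195104034, 630 genes were listed in the authors' deposited table for D4 against GM, 474 with an m6A peak in GM and 156 without. The median log2 fold change was 0.29 (interquartile range -0.92 to 1.12) for the genes with a peak and 2.17 (interquartile range -0.56 to 4.67) for those without. The difference of -1.89 was larger than any of 100000 permutations of the genes gave (two-sided permutation test, p = 1e-05, the smallest they can give, adjusted p = 2e-05 over the 2 tests that join m6A and RNA). Less than 2-fold changes made up 49.8% of the genes with a peak and 15.4% of those without. The grouping is not independent of the change, because a peak of GM can be found only in a gene expressed in GM, and genes nearly silent in GM that rise by D4 fall among those without a peak. The groups also differed in abundance. The median mean normalized count was 663 with a peak and 45.8 without, and 86.7% and 37.8% of the genes had a mean normalized count of at least 100. When only genes with a mean normalized count of at least 100 were compared, the difference reversed to 0.54 (411 and 59 genes, two-sided permutation test, p = 0.706). With peaks of D4 in place of those of GM it was 0.05 (two-sided permutation test, p = 0.832). The limit on the mean count, taken mostly over GM libraries, can itself remove genes that rise by D4.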

The stability of m^6^A-tagged transcripts showed non-significant difference between the GM and D4 groups (Supplementary Figure 6A). Consistent with previous studies (Meyer et al., 2012), m^6^A modifications were not randomly distributed in mRNA sequences but were mainly enriched in the 3′UTR (Figure 4B and Supplementary Figures 6B,C). Furthermore, we analyzed the m^6^A peaks in the whole transcriptome, and the results showed 1848 unique peaks with increased m^6^A modification and 3501 unique peaks with reduced m^6^A modification (Figure 4C and Supplementary Table 11). This result indicated lower methylation in DM4 peaks. These data were consistent with the dot blot results of C2C12 mimic differentiation.

**FIGURE 4:**
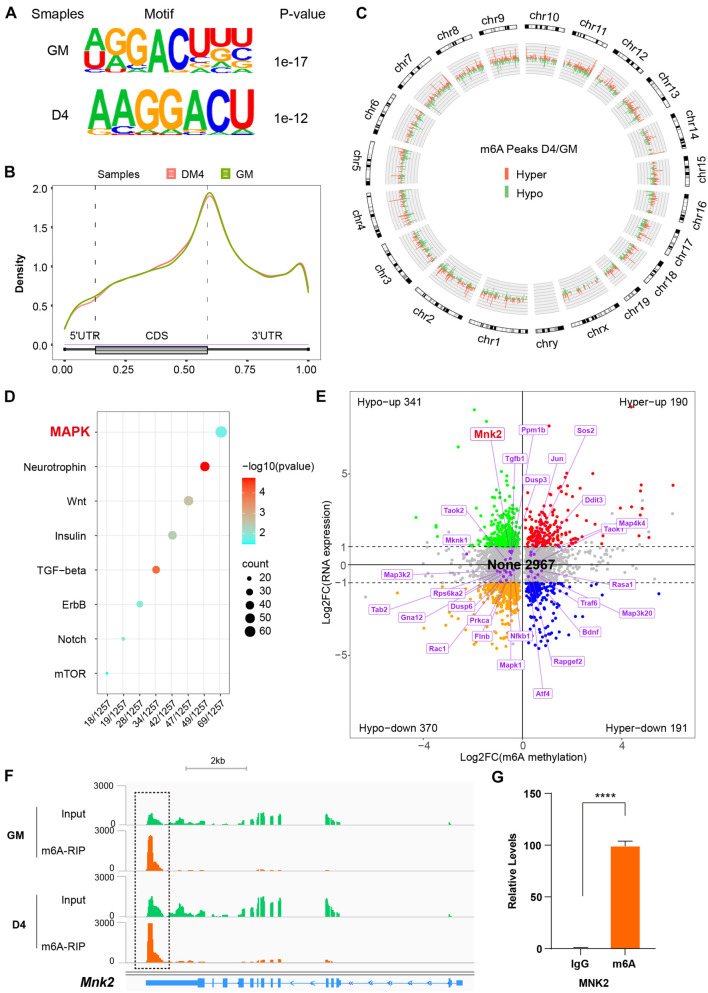
MeRIP sequencing reveals MNK2 as an m^6^A-enriched transcript. **(A)** Top consensus motif identified with m^6^A peaks before (GM) and after differentiation (D4). **(B)** Metagene profiles of enrichment of all m^6^A peaks across mRNA transcriptome. **(C)** Circos analysis of the distribution of the significantly changed m^6^A peaks across the whole mouse genome. The statistical significance was FDR ≤ 0.05 (light green indicates downregulated peaks, and light orange indicates upregulated peaks). **(D)** KEGG enrichment analysis of signaling pathway for differentially m^6^A genes during myogenesis. **(E)** Distribution of genes with a significant change in both the m^6^A methylation and RNA expression levels before (GM) and after differentiation (D4), different colors were used to identified of representative genes, the none changed curve of RNA expression were defined as below twofold. **(F)** Integrative Genomics Viewer (IGV) plots showing methylation levels of Mnk2 gene upon differentiation (light green indicates input data, yellow orange indicates RIP data). **(G)** Real-time PCR detection of Mnk2 expression in immunoprecipitated RNAs. IgG Immunoprecipitation was used as negative control. Quantitative data was represented as Mean ± SD. ****p < 0.0001.

To determine which m^6^A gene cascades are involved in the skeletal muscle differentiation process, we analyzed the differentially expressed m^6^A peaks. The KEGG analysis showed that the MAPK signaling pathway was the major signaling pathway. As shown in Figure 4D, 69 of 1257 genes were enriched in the MAPK pathway (Supplementary Table 12).

To investigate the effects of altered m^6^A modification on RNA expression, we analyzed the RNA-seq data together with the MeRIP-seq data. 

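The given part of the differential peaks (chromosomes 1 to 7) held 1467 genes with peaks of a single kind, 973 with reduced m6A at D4 (hypo) and 494 with increased m6A (hyper). Another 78 genes with peaks of both kinds were left out. Joined to the authors' deposited table for D4 against GM, 132 hypo genes were at least 2-fold higher and 135 at least 2-fold lower in RNA, and 416 were listed with a smaller change and 290 not listed. Of the hyper genes, 58 were at least 2-fold higher and 74 at least 2-fold lower, and 186 were listed with a smaller change and 176 not listed. The share of higher genes among those changed at least 2-fold was 49.4% for hypo and 43.9% for hyper genes (odds ratio 1.25, two-sided Fisher's exact test across genes, p = 0.338, also after adjustment for the 2 tests that join m6A and RNA). This difference was within what chance gives. The hypo and hyper calls rest on MeRIP-seq without replicates, so wrong calls could hide a relation. The odds ratio fell to 0.613 when the m6A change also had to be at least 2-fold (102 genes changed in RNA, two-sided Fisher's exact test, p = 0.238), and was 1.31 without the limit on the RNA fold change (two-sided Fisher's exact test, p = 0.0486).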

Among 4059 significant changed m^6^A-hyper and m^6^A-hypo genes, 531 genes showed increased RNA levels (Hypo-up plus Hyper-up), and 561 genes showed reduced RNA levels (Hypo-down plus Hyper-down). Interestingly, 2967 genes showed negligible changes in RNA levels (None) (Figure 4E). These results indicated that the more than half (2,967 out of 4,059) genes contain m^6^A marks were not affect their RNA expression significantly in our study model. Thus, we checked the 69 significantly m^6^A-modified MAPK factors in the RNA-seq data, and 45 out of 69 m^6^A-modified MAPK factors were found to be significantly expression in the D4 stage vs. the GM stage RNA-seq data, and to our surprise, 27 genes showed no change in corresponding RNA expression, as shown in Figure 4E. 

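Over both kinds of differential peak on chromosomes 1 to 7, 190 genes were at least 2-fold higher in RNA and 209 at least 2-fold lower. The other 1068 genes (72.8%, 95% Wilson confidence interval 70.47 to 75.02, which covers sampling of genes only) were below this limit or not listed in the authors' deposited table. These are unlike groups, because 602 of them were listed at FDR ≤ 0.05 with a change below 2-fold, and 466 had no value. Of the genes that were listed, 60.1% changed less than 2-fold. From the number of genes in this category, the paper concludes that the larger part of the genes with m6A marks were not affected significantly in their RNA expression.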

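Of the paper's 69 MAPK genes with differential m6A, 66 names were readable in Supplementary Table 12, and 43 of these were listed in the authors' deposited table for D4 against GM (65.2%). The highest log2 fold change among them in the authors' deposited table was 5.05 for Mapt. At least 2-fold changes were listed for 16 genes, 10 higher and 6 lower at D4. The other 27 genes were listed with smaller changes, 11 higher and 16 lower, with a median absolute log2 fold change of 0.55 in the authors' deposited table. They are the 27 genes labelled in Fig. 4E, and each had an adjusted p of at most 0.05 in the authors' deposited table. The count of changed genes follows the limit, being 27 at 1.5-fold and 43 with no limit on the fold change. Among those below 2-fold, Taok1 had the largest increase (log2 fold change 0.99, SE 0.11) and Rac1 the largest decrease (-0.95, SE 0.09), and Map4k4 the smallest change (0.20, SE 0.09, adjusted p = 0.0488), in the authors' deposited table. Mknk1 was at 0.59 (SE 0.14, adjusted p = 8.27e-05) in the authors' deposited table. The remaining 23 genes were not listed.

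**Figure D3:**
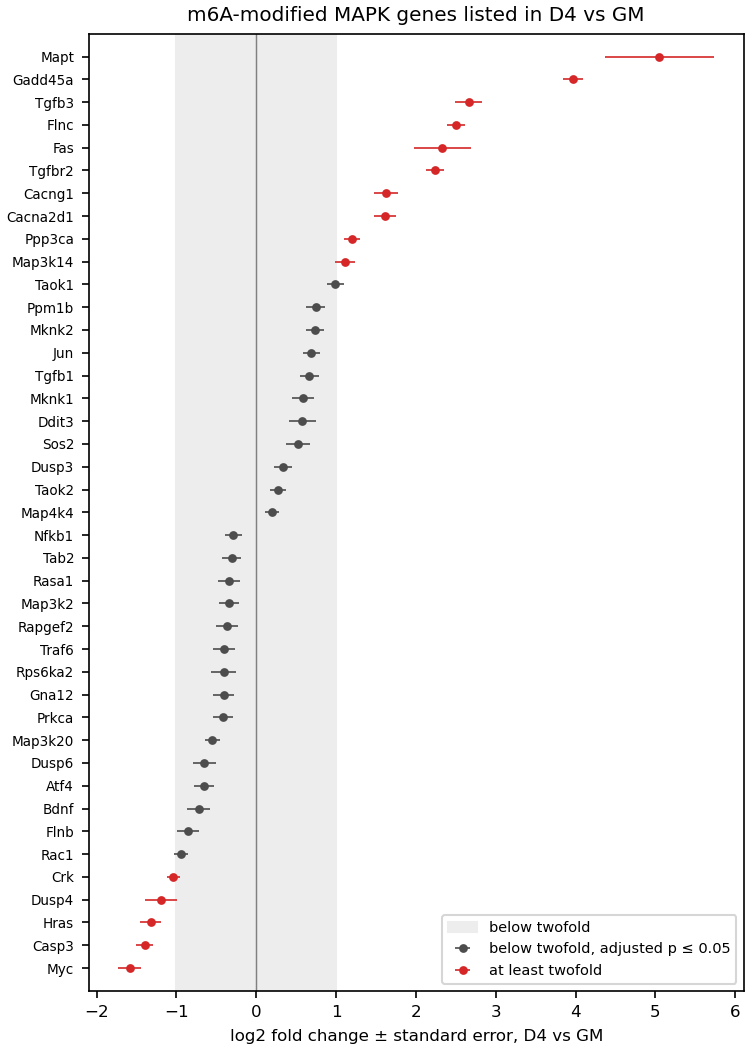
Log2 fold change at D4 against GM (x axis) of 41 of the 43 MAPK genes with differential m6A that the authors' deposited table lists (y axis); bars are the authors' standard errors and the grey band marks changes below 2-fold. The 26 genes shown inside the band are in dark grey, and the 15 shown outside it in red.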

One of the highly m^6^A-enriched transcripts, MNK2, was of particular interest, as it has been reported to play an essential role in MAPK signaling and is a well-known regulator of ERK signaling (Waskiewicz et al., 1997; Ueda et al., 2010). The findings prompted us to analyze the m^6^A target MNK2 in the MAPK subgroup. Our MeRIP-seq data revealed one clear m^6^A peak around the 3′UTR of *MNK2* mRNA (Figure 4F). To confirm that MNK2 was enriched in m^6^A marks, we used an antibody against m^6^A and performed RNA immunoprecipitation followed by real-time PCR. As shown in Figure 4G, compared to that in the IgG control, MNK2 RNA was significantly enriched in the m^6^A group, indicating that the MNK2 transcript was m^6^A enriched. 

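Mknk2, the gene for MNK2 (ENSMUSG00000020190), lies on the minus strand of chromosome 10 of GRCm38, from 80665327 to 80678112, and has 5 annotated transcripts in the GENCODE M21 annotation. Of these, 2 protein-coding transcripts carry a long 3′UTR, from 80665327 or 80665332 to 80667109 (1783 and 1778 bases). The primers of the m6A RNA immunoprecipitation PCR amplify 160 bases within this 3′UTR, from 80665478 to 80665637. On the transcribed strand this product reads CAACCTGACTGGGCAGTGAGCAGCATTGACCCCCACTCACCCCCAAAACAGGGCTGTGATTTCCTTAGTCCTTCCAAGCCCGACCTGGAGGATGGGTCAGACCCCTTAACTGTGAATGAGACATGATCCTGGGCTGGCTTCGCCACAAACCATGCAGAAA and holds 4 matches to the RRACH motif. No exon of another annotated gene overlaps the exons of Mknk2. Its RNA was higher at D4 than in GM, with a log2 fold change of 0.74 (SE 0.12, adjusted p = 1.27e-09 from the authors' DESeq2 fit) in the authors' deposited table. This is a 1.67-fold increase in the authors' deposited table, and 69.9% of the genes listed there had a larger absolute log2 fold change.

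**Figure D4:**
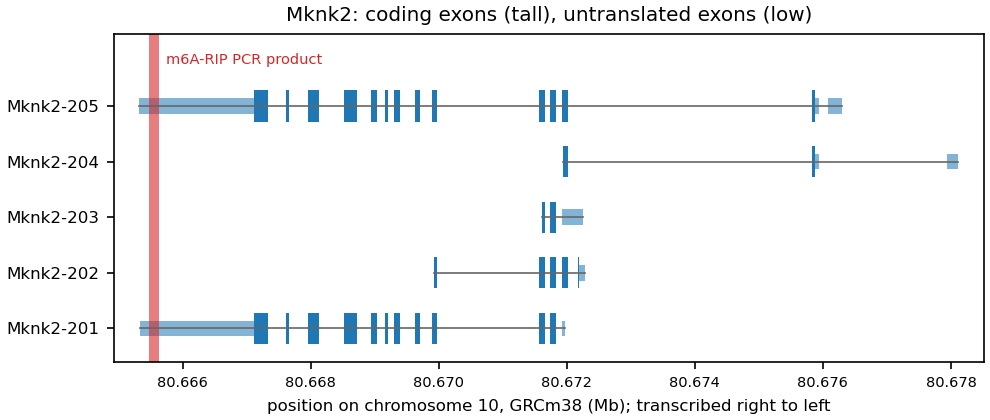
The 5 transcripts of Mknk2 (y axis) along chromosome 10 (x axis, GRCm38, in Mb), with coding exons as tall boxes and untranslated exons as low boxes. The product of the m6A RNA immunoprecipitation PCR (red band) lies in the 3′UTR at the left end of the gene, which is its 3′ end.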

Taken together, our data showed that a large number of RNAs which modified by m^6^A with slightly change in their RNA expression levels, and within that MNK2 is an m^6^A-enriched transcript involved in skeletal muscle differentiation.

### MNK2 Is a YTHDF1-Dependent Downstream Target of METTL3/14

To test whether MNK2 is a functional target of METTL3 and METTL14, we detected the expression of MNK2 when METTL3 or METTL14 expression was changed. As shown in Figures 5A,B, the mRNA levels of MNK2 were not changed, while the protein levels of MNK2 were greatly upregulated when METTL3 or METTL14 was overexpressed. Accordingly, MNK2 protein levels were downregulated, while its mRNA was not affected, when METTL3 and METTL14 were knocked down (Figures 5C,D), suggesting that MNK2 protein levels were regulated by METTL3/METTL14. To assay the functional importance of MNK2, we used CRISPR inhibition to knock down MNK2 in C2C12 cells. Real-time PCR results showed that MNK2 mRNA was significantly inhibited (Figure 5E). Western blot results also confirmed that MNK2 protein expression was greatly repressed (Figure 5F). Interestingly, knocking down MNK2 decreased ERK phosphorylation levels and increased MHC protein levels (Figures 5G,H), suggesting that MNK2 could be a functional downstream target of METTL3 and METTL14 and that it inhibited C2C12 differentiation probably via ERK signaling.

**FIGURE 5:**
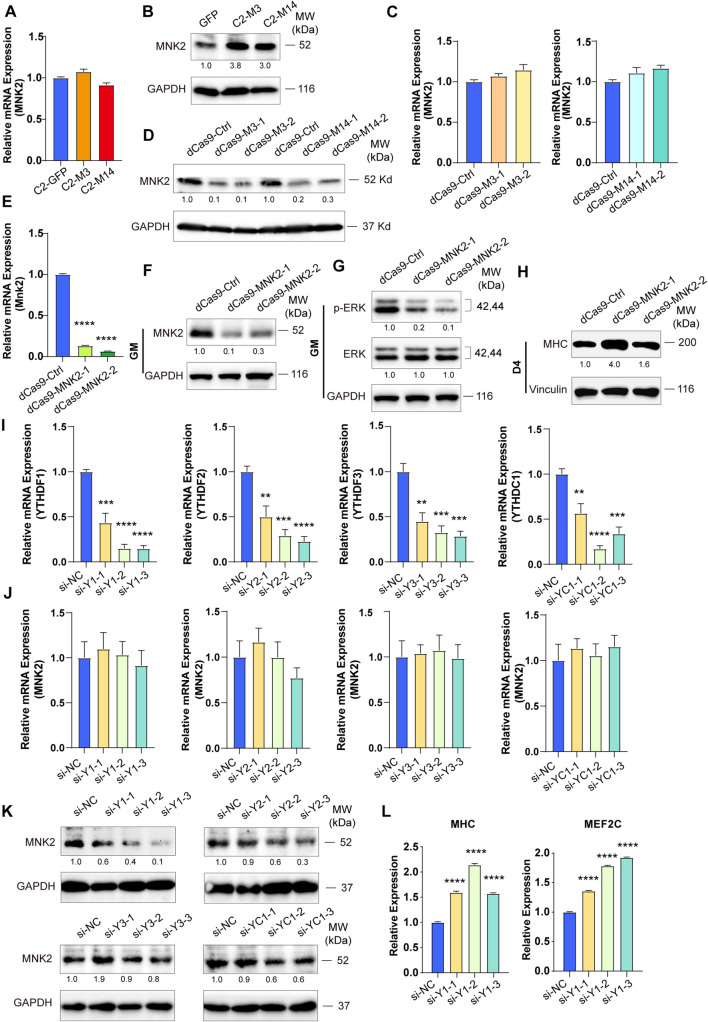
MNK2 is a downstream target of METTL3/14 via YTHDF1-dependent manner. METTL3/14 doesn’t affect the RNA expression level of MNK2. Real-time PCR analysis of the expression of MNK2 in the indicated METTL3- or METTL14- overexpressing **(A)** or knockdown **(C)** C2C12 cells. METTL3/14 promotes the protein expression of MNK2. MNK2 was determined by western blot in indicated METTL3- or METTL14- overexpressing **(B)** or knockdown **(D)** C2C12 cells. **(E)** Real-time PCR analysis of the expression of MNK2 in the MNK2 knockdown C2C12 stable cell lines. **(F)** MNK2 was determined by western blot in the MNK2 knockdown C2C12 stable cell lines in GM condition. **(G)** MNK2 affects protein expression of ERK signaling. This examination were carried out in GM condition and Vinculin as internal control. **(H)** MNK2 accelerates the protein expression of myogenic marker MHC. This examination were carried out in D4 condition and Vinculin as internal control. **(I)** Real-time PCR assays of each reader in the indicated YTH siRNA or siNC treatment. **(J)** si-YTH doesn’t affect the RNA expression level of MNK2. **(K)** The effects of si-YTH on the protein expression level of MNK2. **(L)** si-YTHDF1 accelerates RNA expression of MHC and MEF2C. Quantitative data was represented as Mean ± SD. **p < 0.01, ***p < 0.001, ****p < 0.0001.

METTL3 and METTL14 are known as “writers” and are critical for m^6^A deposition. Some specific RNA-binding proteins, including YTHDF1/2/3 and YTHDC1, known as “readers,” can bind m^6^A motifs to regulate corresponding RNA functions and thus induce the acquisition of specific phenotypic outcomes. To identify potential m^6^A readers for MNK2, we knocked down YTHDF1/2/3 and YTHDC1 using siRNAs and then detected the expression level of MNK2. The potential readers were successfully knocked down, as indicated by the significant decrease in their mRNA levels (Figure 5I), which did not affect MNK2 mRNA expression (Figure 5J). MNK2 protein levels were decreased only when YTHDF1 expression was knocked down, while knocking down YTHDF2/3 and YTHDC1 had no effect on MNK2 protein levels (Figure 5K), suggesting that YTHDF1 is an important reader of MNK2. The mRNA levels of MHC and MEF2C were significantly upregulated when YTHDF1 expression was knocked down (Figure 5L), indicating that YTHDF1 can repress the differentiation of C2C12 cells and is a phenotypically relevant reader for MNK2.

### METTL3/14-MNK2 Axis Is Activated During Acute Skeletal Muscle Injury

To further explore *in vivo* functions of METTL3/14, we examined the expression profiles and function of METTL3/14 in acute skeletal muscle regeneration after cardiotoxin (CTX) injection. Adult muscle regeneration is sustained by infiltrating macrophages and the consequent activation of MuSCs. During the reparative process, immune cells, especially the macrophages, infiltrate damaged skeletal muscles to release cytokines, chemokines and growth factors into the localized area that alter the micro-environment to clear cellular debris and support the regeneration through MuSCs activation (Saini et al., 2016; Shang et al., 2020). We treated mice with CTX and collected tissues at different time points (Figure 6A). As determined by hematoxylin and eosin staining of muscle, extensive necrosis post-CTX treatment was observed, and the mouse muscle was markedly regenerated 5 days after the injection, suggesting that the injury and regeneration model was successfully established (Figure 6B). At early time points after injury (day1 and day3), MyoD were upregulated, indicating that MuSCs were actively proliferating and starting differentiation. Interestingly, METTL3 and METTL4 expression, along with that of their downstream target MNK2 and p-ERK were markedly upregulated on these time points (Figures 6C,D), suggesting that METTL3/14-MNK2 may be involved in the early stage of muscle regeneration and enhance the activation and proliferation of these MuSCs.

**FIGURE 6:**
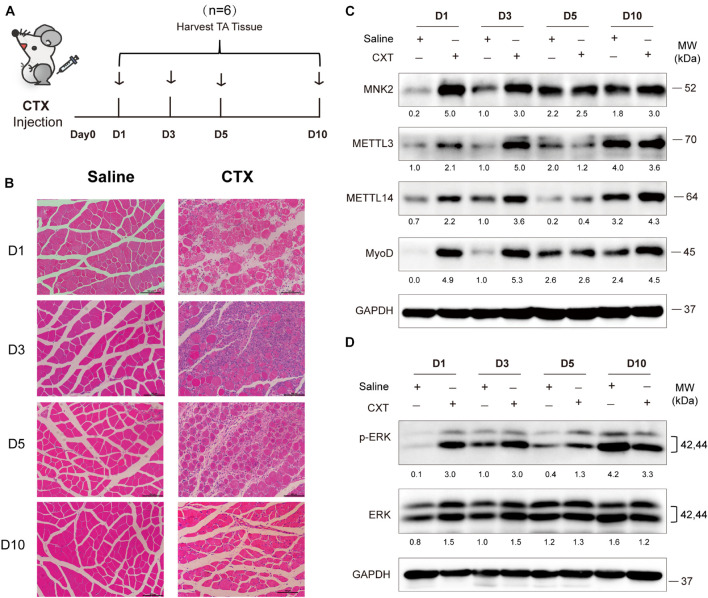
METTL3/14 are ectopically expressed during acute skeletal muscle injury, and METTL3/14-MNK2-ERK might facilitate the early stage of skeletal muscle regeneration. **(A)** Time points of mice tibialis anterior (TA) muscles injection with CTX and collected tissues on day1 (D1), day3 (D3), day5 (D5), and day10 (D10). **(B)** Hematoxylin and eosin staining of regenerated muscle on indicated recover time points. **(C)** Western blot assay of MNK2, METTL3, METTL14 and MyoD in regenerated muscle on indicated recover time points. **(D)** Western blot assay of p-ERK and ERK in regenerated muscle on indicated recover time points.

## Discussion

Increasing evidence has shown that the m^6^A methylation modification may play pivotal physiological functions in various biological processes by regulating RNA metabolism (Roundtree et al., 2017; Wang et al., 2020). In this study, we showed that global m^6^A levels decreased during skeletal muscle differentiation, which was consistent with previous findings (Gheller et al., 2020). We demonstrated that METTL3 and METTL14 played critical roles in both normal myogenesis and regeneration after injury, describing a novel regulatory network of METTL3 and METTL14 modulating muscle function by positively regulating the expression of MNK2 through m^6^A-based posttranscriptional regulation, which was mediated by YTHDF1, a potential reader of m^6^A-Mnk2. Briefly, in the early stage of muscle regeneration after injury, METTL3, METTL14 and MNK2 expression were elevated, which led to enhanced self-renewal/proliferation of MuSCs for favoring regeneration. While, in normal myoblasts, METTL3 and METTL14 were highly expressed, MNK2 expression was maintained at a high level, and during skeletal muscle differentiation, METTL3 and METTL14 expression, as well as the m^6^A modification level, were decreased, thus MNK2 expression was repressed, reducing the activity of the downstream ERK/MAPK signaling pathway, and facilitating the differentiation process (Figure 7).

**FIGURE 7:**
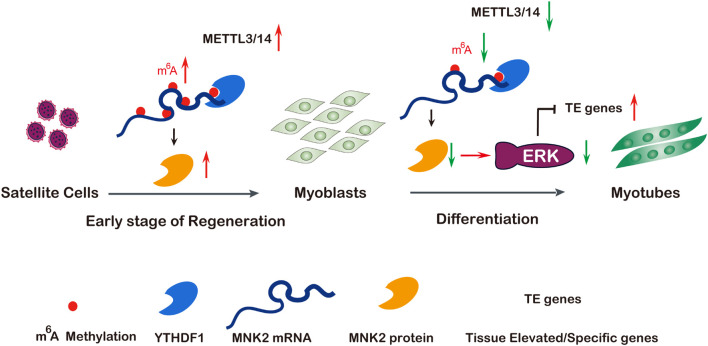
A model of METTL3/14 target MNK2 via m^6^A modification and then modulate ERK signaling pathway during skeletal muscle differentiation and regeneration. Tissue renewal and muscle regeneration largely rely on the activation and proliferation of muscular satellite cells, the expression of METTL3 and METTL14 is increased on the early stage of regeneration after injury, then promotes MNK2 expression and favors to accelerate regeneration. In differentiating myoblasts, m^6^A modification and core methyltransferases METTL3 and METTL14 are down-regulated, METTL3/14 target MNK2 directly then regulate ERK signaling to block myogenesis, so decreased expression of METTL3/14 is essential for skeletal muscle differentiation. Additionally, the m^6^A modified Mnk2 is recognized by YTHDF1.

MNK2 has been reported to be a key phosphorylation factor in the MAPK signaling pathway (Maimon et al., 2014), and it is directly phosphorylated and activated by ERK or P38/MAPK kinase and implicated in the regulation of protein synthesis through its phosphorylation of eukaryotic translation initiation factors 4E and 4G (Eif4E, Eif4G) (Waskiewicz et al., 1997; Ueda et al., 2004). The role of MNKs in the development and progression of solid tumors and hematological malignancies has been widely discussed, particularly in the context of cap dependent translation, regulated by phosphorylation of eIF4E (Beggs et al., 2015; Wu et al., 2016). In contrast, MNK2 can also target ERK. Mnk2 binds to phosphorylated, active ERK in the C-terminus to sites within the MAPK-binding motif, and this binding apparently protects ERK against dephosphorylation and inactivation (Parra et al., 2005). Proper expression of these molecules is essential for muscle homeostasis maintenance, and a high level of MNK2 causes muscle atrophy (Hu et al., 2012). We focused our study on the role of m^6^A-modified Mnk2. Our results showed that MNK2 was positively regulated by METTL3 via m^6^A modification at the posttranslational level, leading to increased MNK2 protein expression and stimulating the ERK signaling pathway. This was somewhat surprising because most previous studies had demonstrated that MNKs were regulated by MAPKs, including P38 and ERK, which might have suggested a positive role for these kinases in translation and activity-promoting signaling.

With advances in MeRIP-seq technology, the basic features of m^6^A modification have been characterized in an increasing number of mammalian tissues and cell lines. Our m^6^A-seq data are consistent with previous findings showing that global m^6^A levels decrease during skeletal muscle differentiation (Gheller et al., 2020). Notably, the majority of m^6^A genes showed no dramatic changes at the RNA expression level in the skeletal myogenesis system in this study. For instance, Mnk2 exhibited a marked decrease in the m^6^A signal upon differentiation, and its RNA expression level was changed slightly, resulting in fewer translated proteins and facilitating muscle differentiation. This effect was reversed by overexpression of METTL3. These findings were in agreement with our recent report showing that METTL3 influenced muscle-specific miRNAs at both the transcriptional and posttranscriptional levels to block the myogenesis process (Diao et al., 2021a). In addition, we showed that YTHDF1-mediated translation was likely critical for m^6^A-modified MNK2 in muscle cells. It will be very interesting to elucidate the underlying mechanisms in the future. These results will provide clues for further functional studies of m^6^A modification.

In this study, we demonstrated a dynamic pattern of METTL3 and METTL14 expression during the shift of myoblasts to myofibers, as well as in the early stage of skeletal muscle regeneration after injury. Mettl3 and Mettl14 may have cooperative functions through their structural basis, but opposite conclusions have been reported for these two transferases in various studies (Kudou et al., 2017; Gheller et al., 2020; Zhang X. et al., 2020). To confirm our hypothesis, we overexpressed Mettl3, Mettl14 and Mettl14 in C2C12 myoblasts and MuSCs. Our results showed that these two overexpressed cell lines had a repressive effect on the differentiation process, compared to the control GFP cells. This finding was consistent with a study reporting that reducing the levels of METTL3 could force C2C12 myoblasts to prematurely differentiate, which we were studying in this project. In particular, our study provides the comprehensive description of METTL3 and METTL14 functions during myogenesis. Interestingly, METTL3/14-MNK2 appeared to promote the early stage of MuSCs proliferation, which was consistent with the recently report that METTL3 knockout in muscle stem cells significantly inhibits the proliferation of muscle stem cells and blocks the muscle regeneration after injury and konckin of METLL3 in muscle stem cells promotes the muscle stem cell proliferation and muscle regeneration *in vivo* (Liang et al., 2021). However, the underlying regulation of this mechanism remains elusive.

Skeletal muscle attenuation and defects in muscle regeneration and repair after injury are important health problems in aging societies worldwide, and there is a lack of effective prevention and treatment strategies. The regulatory mechanism of m^6^A methylation and its key methyltransferases METLL3 and METTL14 in the regeneration of skeletal muscle is still largely unknown (Zhang W. et al., 2020). In this study, we clarify the mechanism of m^6^A epigenetic regulation in differentiation and regeneration processes. Furthermore, it is worth exploring the function of the m^6^A-modified MNK2 gene in clinical muscle injury samples to provide new ideas for clinical diagnosis and treatment.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: GEO at NCBI (GSE180431). They can be accessed via https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180431.

## Ethics Statement

The animal study was reviewed and approved by the Animal Ethics Committee at the Third Affiliated Hospital of Sun Yat-sen University.

## Author Contributions

S-JX, Z-DX, QZ, and Y-WP conceived and designed the experiments. S-JX, HL, and L-TD performed the experiments with the help of ST, Y-RH, Y-JS, and Y-XH. S-JX, BY, J-YL, and J-HH analyzed the data. S-JX and Z-DX wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Dynamic m6A mRNA Methylation Reveals the Role of METTL3/14-m6A-MNK2-ERK Signaling Axis in Skeletal Muscle Differentiation and Regeneration
**Source:** Front Cell Dev Biol. 2021 Oct 1;9:744171. doi: 10.3389/fcell.2021.744171
**Supplement:** Supplementary file 1

**Supplementary Information**

Attached to Manuscript

Xie *et al*. “Dynamic m^6^A mRNA methylation reveals the role of METTL3/14-m^6^A-MNK2-ERK signaling axis in skeletal muscle differentiation and regeneration”

**Titles and Legends to Supplementary Figures**

**Figure S1.** **m^6^A methylation levels and expression levels of its key factors during C2C12 cells differentitaion.**

**(A)** Relative m^6^A levels of RNA dot blot assay of C2C12 myoblasts during differentiation. **(B)** Real-time PCR analysis of m^6^A methyltransferases METTL3, METTL14 and WTAP expression in differentiating C2C12 cells. **(C)** Western blot analysis of METTL3, METTL14 and WTAP in the primary mouse skeletal muscle cells. **(D)** Western blot analysis of FTO and ALKBH5 expression of differentiation C2C12 myoblasts. (**E**) Real-time PCR analysis of m^6^A methyltransferases METTL3, METTL14 and WTAP expression during developing mouse embryos muscle. Mouse hind limb muscles were isolated from seven time points: E12.5, E15.5, E18.5 (embryos), postnatal 1 week, postnatal 2 weeks, postnatal 4 weeks, and postnatal 8 weeks (adult). Quantitative data was represented as Mean±SD. The statistical signiﬁcance of difference between two means was calculated with the t-*test*, ***p* < 0.01, *****p*< 0.001, *****p*< 0.0001.

**Figure S2.** **Overexpression of METTL3/14 blocks differentiation of C2C12 cells.**

**(A)** Western blot analysis of MHC, GFP and METTL3 protein expression in METTL3- overexpressing C2C12 cells upon undifferentiation and differentiation for the indicated days. **(B)** Western blot analysis of MHC and METTL14 protein expression in METTL14-overexpressing C2C12 cells upon undifferentiation and differentiation for the indicated days. **(C)** Real-time PCR analysis of MHC, MEF2C and METTL3 expression in METTL3-overexpressing C2C12 cells upon differentiation for the indicated days. **(D)** Real-time PCR analysis of MHC, MEF2C and METTL14 expression in METTL14-overexpressing C2C12 cells upon differentiation for the indicated days.

**Figure S3.** **Real-time PCR results reveal overexpression of METTL3/14 blocks differentiation of MuSC cells.**

**(A)** Real-time PCR analysis of MHC, MEF2C and METTL3 expression in METTL3-overexpressing MuSCs upon differentiation for the indicated days. **(B)** Real-time PCR analysis of MHC, MEF2C and METTL14 expression in METTL14-overexpressing MuSCs upon differentiation for the indicated days.

**Figure S4. AKT signaling does not participate in METTL3/14-mediated skeletal muscle differentiation.**

**(A)** Western blot analysis of p-AKT (Thr308) and p-AKT (Ser473) protein expression of differentiation C2C12 myoblasts. **(B)** Western blot analysis of p-AKT (Thr308) and p-AKT (Ser473) protein expression in METTL3-overexpressing or knockdown C2C12 cells. **(C)** Western blot analysis of p-AKT (Thr308) and p-AKT (Ser473) protein expression in METTL14-overexpressing or knockdown C2C12 cells.

**Figure S5.** **Inhibition of ERK signaling accelerates differentiation of C2C12 cells.**

Real-time PCR analysis of MHC and MEF2C expression in C2C12 cells that were treated with different dose of PD0325901 (PD) or DMSO for 48h in growth medium (D0) or for 48h in growth medium then shifted to differentiation medium for 3 days (D3). DMSO as negative control.

**Figure S6.** **Overview of m^6^A peaks.**

**(A)** Cumulative frequency of RNA log2FC for transcripts containing m6A upon C2C12 differentiation. 

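The cumulative plot orders genes by their log2 fold change in RNA between GM and D4, so that curves that lie apart mean that the groups of genes moved by different amounts. The plot itself was not remade. For a related comparison, the log2 fold changes of the listed genes of chromosome 1 were taken from the authors' deposited table. With the peaks of D4, the median log2 fold change was 0.51 for the 491 genes with a peak (interquartile range -0.71 to 1.44) and 0.46 for the 139 genes without (interquartile range -1.41 to 2.73). Higher RNA at D4 was listed for 57.6% of the genes with a D4 peak and 52.5% of those without. With the peaks of GM these shares were 52.1% and 69.9%. A gene is in this comparison only if it passed the authors' limit on FDR, so genes with little change are missing from all groups.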

The pie chart shows m^6^A peaks distribution ration at 5’UTR, CDS, 3’UTR regions and ncRNA of undifferentiated myoblasts (GM) **(B)** or myoblasts differentiated for 4 days (D4) **(C)**.

**Titles to Supplementary Tables**

**Suppl. Table S1.** **The sequences of primers used in this study.**

**Suppl. Table S2.** **The sequences of siRNAs used in this study.**

**Suppl. Table S3. Overview of** **RNA-seq reads in this study.**

**Table S4.** **Differentially expressed genes in METTL3-overexpressing cells compared to the control GFP-overexpressing cells.**

The differentially expressed genes were identified using DESeq2 package, genes with FDR(false discovery rate)≤ 0.05 [were](file:///G:\107.研究课题\107-1.%20m6A\107-1-20.%20NAR\NAR-0514\were) considered statistically significant.

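Table S4 and the authors' deposited table for METTL3-overexpressing cells held the same genes with the same log2 fold changes. Each log2 fold change compares METTL3- with GFP-overexpressing cells in GM, so that a positive value means more RNA with METTL3. The standard errors in the authors' deposited table had a median of 0.15, and the mean normalized counts ran from 8.18 to 226778 with a median of 620. Protein-coding genes made up 1714 of the listed genes in the authors' deposited table.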

**Suppl. Table S5.** **Differentially expressed genes in METTL14-overexpressing cells compared to the control GFP-overexpressing cells.**

The differentially expressed genes were identified using DESeq2 package, genes with FDR(false discovery rate)≤ 0.05 [were](file:///G:\107.研究课题\107-1.%20m6A\107-1-20.%20NAR\NAR-0514\were) considered statistically significant.

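Table S5 has the same layout for METTL14-overexpressing cells, and its genes and log2 fold changes were those of the authors' deposited table. The standard errors in the authors' deposited table had a median of 0.16, and the median mean normalized count was 556. Protein-coding genes made up 1079 of the listed genes in the authors' deposited table.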

**Suppl. Table S6.** **KEGG pathway analysis of the differentially expressed genes in METTL3-overexpressing cells compared to the control GFP-overexpressing cells.**

**Suppl. Table S7.** **KEGG pathway analysis of the differentially expressed genes in METTL14-overexpressing cells compared to the control GFP-overexpressing cells.**

**Suppl. Table S8. Overview of MeRIP-seq reads in this study.**

**Suppl. Table S9.** **m^6^A unique peaks from MeRIP-seq sequencing library of GM.**

C2C12 cells that were cultured in growth medium.

**Suppl. Table S10.** **m^6^A unique peaks from MeRIP-seq sequencing library of D4.**

C2C12 cells that were cultured in growth medium then shifted into differentiation medium for 4 days.

**Suppl. Table S11.** **Differentially m^6^A unique peaks in D4 cells compared to the GM cells.**

The differentially expressed genes were identified using DESeq2 package, genes with FDR(false discovery rate)≤ 0.05 [were](file:///G:\107.研究课题\107-1.%20m6A\107-1-20.%20NAR\NAR-0514\were) considered statistically significant.

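Each entry of Table S11 is a stretch of a transcript whose m6A enrichment over the input differed between GM and D4, with the log2 ratio of the enrichment as the paper's value. The methods of the paper name exomePeak for this comparison. The part used here held 1999 peaks, 1318 with reduced and 681 with increased m6A. The paper's median log2 change was -0.57 for the reduced and 0.54 for the increased peaks, and 350 peaks changed at least 2-fold. Of the genes with peaks of a single kind, 1001 (68.2%) were also listed in the authors' deposited table of RNA changes between D4 and GM.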

**Suppl. Table S12.** **KEGG pathway analysis of the differentially expressed m^6^A genes in D4 cells compared to the GM cells.**

How the deposited data were processed for this re-analysis (not part of the article)

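RNA-seq of C2C12 cells in 4 groups was used: GFP-overexpressing cells in GM and at D4, and METTL3- and METTL14-overexpressing cells in GM, with 2 libraries in each group. The groups were taken from the sample labels and the paper's list of libraries. For the METTL14-overexpressing libraries the time point field gave day 4, whereas the titles and the paper gave day 0, and the paper's day was used.

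The authors aligned the reads to GRCm38 with hisat2, counted them per gene with featureCounts on the Ensembl annotation (version 102), compared the groups with DESeq2, and deposited 3 tables of genes at FDR ≤ 0.05. The versions of these programs are not named in the paper's text. The mean normalized count in the deposited tables is a signal averaged by the authors over libraries after division by DESeq2's size factors. The log2 fold change and its standard error in the deposited tables are on the log2 scale and come from the authors' DESeq2 fit. The Wald statistic in the deposited tables is a score, the log2 fold change divided by its standard error, as computed by the authors. The p-value in the deposited tables is the authors' two-sided Wald p-value, and the adjusted p-value is their Benjamini-Hochberg adjustment over the genes tested. The tables hold no value per library, so all of these are the authors' values, and no normalization, filter or test on counts was repeated. An unheaded value beside 1 gene in 2 of the tables was not used.

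The depth per library is known only from the paper, which gives between 21803212 and 21900030 clean reads. With 2 libraries per group the standard error of each gene rests largely on the dispersion that DESeq2, run by the authors, shares between genes. Genes absent from a table were treated as having no value. The number called tested here is the number of genes in the authors' adjustment. It was recovered as the adjusted p-value times the rank divided by the p-value at the last rank of each table.

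From the tables, listed genes were counted by direction. Lists were compared with Fisher's exact test (two-sided), the share of genes with the same sign with the exact binomial test (two-sided), and fold changes with Pearson's r and Spearman's rho across genes. Correlations and differences of medians were tested with 100000 two-sided permutations (random seed 1), for which the smallest p is 1e-05. The METTL3 and METTL14 changes of each shared gene were compared by a z test on their difference, with the square root of the summed squared standard errors. Because the contrasts share the GFP libraries, this standard error is too large when their errors are positively correlated. Benjamini-Hochberg adjustment was made within each family of tests. MAPK genes were read from the paper's Supplementary Tables 6, 7 and 12, where 66 of the 69 names of the last were readable. m6A peaks were read from the parts of Supplementary Tables 9, 10 and 11 that were given here, and the rest of those tables was not used here. Gene positions, transcripts, lengths and GC content came from GENCODE M21 on GRCm38. This is the same genome build but another annotation release than the paper names, and 9819 of the 9823 identifiers of the D4 table were found in it. Calculations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and plots matplotlib 3.10.9.

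The procedures were tested on simulated data. For 12000 simulated genes the number tested was recovered as 12000 in each of a pair of tables. Of 1000 changed genes 74.4% were called in both tables together with 3 unchanged ones, and all of the 200 simulated differences (100%) were recovered. Those differences were set far above their standard errors, so their recovery was nearly certain. It does not give the power at the observed differences, whose median absolute size was 0.21 on the log2 scale.

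The genes named were chosen by a rule: each gene on a list of genes the paper names that a table lists (m6A writers, erasers and YTH readers, myogenic and myosin genes, MNK, ERK and AKT genes, and the genes labelled in Fig. 4E), Myog and Mki67, and in each table the 5 genes with the highest and the 5 with the lowest Wald statistic. Any other gene was named after its values were seen, among them genes the paper mentions that the list left out (the IGF2BP, eIF4, Hakai, Gapdh, Sca1 and Vcam1 genes). Of the genes on the list or in a figure, 2 are not reported here by name, though the counts include them. The alternatives tried were an adjusted p-value of at most 0.01, an absolute log2 fold change of at least 1, a 1.5-fold limit or none in place of 2-fold, a mean normalized count of at least 100, protein-coding genes only, other backgrounds and gene lists, other sets of peaks, and a covariance for the shared GFP libraries. Alternatives chosen after seeing the data were a limit on the Wald statistic (absolute value of at least 5), a limit on the mean count in the overlap, peaks of either stage, and the covered part of chromosome 2. The length and GC content of genes that differ between METTL3 and METTL14 were compared with those of the other shared genes by the same permutation test of medians, and correlated with the signed difference of the fold changes, also after the first results were seen. The MeRIP-seq libraries, the real-time PCR, the western blots and the reporter assays were not analysed here.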

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

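The test of whether strongly changed genes differ between METTL3 and METTL14 was chosen after the result was seen, and so were the tests of length and GC content that compare differing with other genes or use the differing genes alone, which were added after the correlations over all shared genes were seen. The other tests in this part were chosen before. The choices of result, test and alternative were made before the data were examined, except where the text says otherwise.

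METTL3 and METTL14 had different effects on 33 of the 809 genes listed for both lines (z test of the difference of the log2 fold changes, adjusted p under 0.05), and the unadjusted p was under 0.05 for 123. Syt7, Crhr1, Fut9, Srpx2 and Jag1 changed in opposite directions, with METTL3 minus METTL14 differences of -2.11, -2.16, -3.15, -0.66 and -0.92 on the log2 scale. The adjusted p of these differences was 4.91e-11 for Syt7, 1.74e-06 for Crhr1, 2.95e-05 for Fut9, 3.46e-04 for Srpx2 and 5.73e-04 for Jag1. Fut9 had a mean normalized count of only 46.8 in the authors' deposited table. The differences with the smallest p-values were those of Sorbs2 (1.65, adjusted p = 1.37e-17) and Sox11 (1.65, adjusted p = 4.55e-15), which fell in both lines and fell farther with METTL14. With a covariance for the shared GFP libraries in the standard error, 127 genes differed, so 33 may be a low count.

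Several technical explanations of these differences were tested. The libraries had nearly equal depth by the paper's count, 21803212 to 21900030 clean reads. The median mean normalized count was 781 for the differing genes and 642 for the others (two-sided permutation test, p = 0.509). This mean also covers the D4 libraries and the test compares medians only, so low counts in GM are not excluded for single genes. Across the shared genes, the difference of the fold changes had a Spearman's rho of 0.0756 with transcript length (two-sided permutation test, p = 0.0319) and -0.0855 with GC content (p = 0.016). Most of these genes do not differ between the lines, so the differing genes were also examined. Their median transcript length was 3939 against 3772.5 bases (two-sided permutation test, p = 0.761) and their median GC content 50.1% against 51.7% (two-sided permutation test, p = 0.371). A bias that moves long and short genes in opposite directions would not shift these medians. Across the 33 differing genes alone, rho was 0.251 with length (two-sided permutation test, p = 0.158) and -0.324 with GC content (two-sided permutation test, p = 0.0656). The signs were those found over all 809 shared genes, so the differences cannot be told apart from a length or GC bias in part of these genes. A difference between the METTL3 and METTL14 libraries other than the introduced gene was not tested, because the tables hold no values per library. A biological difference between METTL3 and METTL14 therefore remains a hypothesis that cannot be told apart from these explanations.

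Another set of genes stood out because the paper does not discuss them although they are among the most strongly changed genes of both lines. Bmp4 rose by 4.37 with METTL3 and 3.59 with METTL14, Fgf10 by 3.41 and 2.73, and Cd34 by 2.34 and 1.75 on the log2 scale in the authors' deposited tables. Actn3 was at -1.81 and -1.92, and Sox11 at -1.63 and -3.27, in the authors' deposited tables. The lowest mean normalized count of these 5 genes in the authors' deposited tables was 218 (Fgf10). A technical explanation is a feature of the shared GFP control libraries, which would shift a gene alike in both comparisons. The number of these genes that differ between METTL3 and METTL14 at an adjusted p under 0.05 was 2 of 5 (Cd34 and Sox11). With a covariance for the shared GFP libraries it was 4 of 5, with Bmp4 and Fgf10 in addition, so the count depends on the standard error used. A common function of METTL3 and METTL14 would also change genes alike, so the pattern cannot be told apart from that feature. At D4 against GM, Cd34 (-1.05), Sox11 (0.51) and Actn3 (4.69) changed in the opposite direction in the authors' deposited table, Bmp4 (2.87) changed in the same direction, and Fgf10 was not listed. Since the D4 libraries come from GFP-overexpressing cells too, these values do not speak to a feature of the GFP line.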

How the results depend on the processing

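The alternatives marked here as added were chosen after seeing the data, and the others before. Of 58 alternatives to the main results, 44 kept the direction and the side of the threshold (or, for counts, stayed within 1.5-fold), 2 were weaker, 1 was stronger, 4 reversed and 7 counts moved. Of 12 alternatives for the share of higher genes, 7 stayed within the confidence interval of that share and 5 moved. For each of these changes the cause was not tested.

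The overlap of the METTL3 and METTL14 lists kept an odds ratio of 24.1 to 69.7, the share of shared genes with the same direction 99.4% to 99.8%, and their Pearson's or Spearman's correlation 0.946 to 0.961 under every alternative run, which for the overlap include an added limit on the mean count of METTL14 genes. The relation of METTL3 changes to differentiation kept a Spearman's rho of 0.0583 to 0.202 (two-sided permutation test, p from 2e-05 to 0.0412), including an added limit on the Wald statistic. The odds ratio of METTL14 MAPK genes stayed between 0.494 and 0.890.

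An absolute log2 fold change of at least 1 moved the counts to 563 for METTL3, 385 for METTL14 and 5447 for D4 against GM, and an adjusted p of at most 0.01 moved the METTL14 count to 727. The share of higher genes at D4 lay between 43.7% (mean normalized count of at least 100) and 57.8% (absolute log2 fold change of at least 1). The mean count is taken mostly over GM libraries, so its limit can remove genes that rise by D4. For METTL3 the share of higher genes went from 46.8% to 54.7% with an absolute log2 fold change of at least 1, so that lower genes were no longer in the majority. The absolute log2 fold change of at least 1 also reversed the odds ratio of METTL3 MAPK genes from 0.598 to 1.25 (Fisher's exact test, p = 1, with 0.0649 to 1 over its alternatives).

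The number of m6A-modified MAPK genes changed at D4 moved from 16 to 27 at a 1.5-fold limit and to 43 with no limit. For hypo and hyper genes the odds ratio was 1.31 with no limit on the fold change (Fisher's exact test, p = 0.0486, stronger) and 0.613 with an m6A change of at least 2-fold (p = 0.238, reversed), and the p-values of its alternatives ran from 0.0486 to 0.604.

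The difference of -1.89 between genes with and without a GM peak reversed to 0.0504 with peaks of D4 (permutation test, p = 0.832) and to 0.54 with a mean normalized count of at least 100 (p = 0.706). With peaks of either stage (added) it was -0.77 (permutation test, p = 0.0655, weaker), and with the covered part of chromosome 2 included (added) it was -1.03 (p = 1e-05, the smallest 100000 permutations can give). With chromosome 2 included, 644 of 1077 genes had a GM peak, against 474 of 630 on chromosome 1 alone. The peak list given here was cut within chromosome 2. Genes whose peaks were cut off would count as without a peak, so this alternative decides nothing. Requiring an absolute Wald statistic of at least 5 in both tables (added) left METTL14 and differentiation with a rho of 0.140 (permutation test, p = 0.0619, weaker), against 0.160 without it. The covariance of the shared GFP libraries moved the number of genes that differ between METTL3 and METTL14 from 33 to 127.

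No paired analysis was possible because the deposited tables hold no value per library. For the same reason leaving out each library, other count models, filters on the counts of each library and other splits of the libraries were not run. The overlap was not recomputed for mean counts of at least 100 or for protein-coding genes, because the recovered number of tested genes is not divided by count or gene type. With 2 libraries per group, genes just short of the threshold have no value here, which limits each statement about genes that are not listed.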

Differences from the paper's values

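In this part the comparisons with peaks of either stage and with chromosome 2 were chosen after the result was seen, and the other tests before. With the main choices, none of the counts set beside the paper's numbers differed from them by more than 1.5-fold. For the listed genes of METTL3 and METTL14 and their MAPK genes this was fixed in advance, because both sides hold the same genes. Only the counts of m6A-modified MAPK genes could differ. The paper counts 45 of its m6A-modified MAPK genes as significant at D4 and 27 as unchanged in RNA. Here 43 of the 66 readable names were listed, and 27 of these changed less than 2-fold. With a 1.5-fold limit 16 genes, and with no limit on the fold change 0 genes, were below the limit, so 27 was reached at the 2-fold limit, which the legend of Fig. 4E states, and not at those. With an adjusted p of at most 0.01 the counts were 35 listed genes and 19 below 2-fold.

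The paper states that these 27 genes showed no change in RNA. All 27 were listed with an adjusted p of at most 0.05 in the authors' deposited table, with a median absolute log2 fold change of 0.55.

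The paper states from real-time PCR that Mknk2 mRNA did not change when METTL3 or METTL14 was overexpressed. In the authors' deposited tables, its log2 fold change was -0.40 in both comparisons (SE 0.12 in each, adjusted p = 0.00884 for METTL3 and 0.0145 for METTL14). With the limit on the adjusted p at 0.01 the METTL14 change would not be listed, and with an absolute log2 fold change of at least 1 neither would be.

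The paper states that the mRNA of METTL3 fell during differentiation. Its evidence is real-time PCR in differentiating C2C12 cells and developing mouse muscle, beside western blots of the protein. Mettl3 was not listed in the authors' deposited table for D4 against GM, whereas Mettl14 (-0.75) and Wtap (-0.84) were lower there. That table covers GFP-overexpressing cells at D4 only. Absence from it gives neither a direction nor a size of change, so it does not contradict the paper.

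The paper calls MAPK signaling the main signaling pathway of the METTL3 and METTL14 lists and the major signaling pathway of the genes with differential m6A. By the paper's own p-values it was number 7 of 198 pathways for METTL3, number 6 of 183 for METTL14 and number 33 of 204 for m6A. Among the 23 terms with "signaling pathway" in their name it came first for METTL3 and METTL14 and was number 7 for m6A, after the Neurotrophin signaling pathway and others. By the number of genes it came first among these terms (number 1 of 23) in each of the paper's 3 tables.

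The paper states that the stability of transcripts with m6A did not differ between GM and D4. That comparison was not made here. A related one was between listed genes of chromosome 1 with and without a GM peak, whose median log2 fold changes differed by -1.89 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). A GM peak requires expression in GM, so this grouping is not independent of the change. There was no significant difference with peaks of D4 (0.05, permutation test, p = 0.832), with a mean normalized count of at least 100 (0.54, p = 0.706) or, in an alternative chosen after seeing the values, with peaks of either stage (-0.77, p = 0.0655). The mean count is taken mostly over GM libraries, so its limit can remove genes that rise by D4. With the covered part of chromosome 2 included, also chosen after seeing the values, the difference was -1.03 (permutation test, p = 1e-05, the smallest they can give). The peak list was cut within chromosome 2, so genes whose peaks were cut off may count as without a peak there, and no conclusion is drawn.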

Other observations

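In this part, the tests of the Dusp genes against the other calls, of the ERK target genes, of a feature of the shared GFP libraries, and of noise in those libraries by a limit on the Wald statistic were chosen after the result was seen, and the other tests before.

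A hypothesis that METTL3 or METTL14 overexpression moves genes against the direction of differentiation was tested on the genes listed in both comparisons. Of the 1368 genes listed for METTL3 and for D4, 570 (41.7%) had opposite signs, and across these genes Spearman's rho was 0.113 (two-sided permutation p = 8e-05, adjusted p = 8e-05 over 6 correlations) and Pearson's r 0.131 (p = 1e-05). Of the 857 genes listed for METTL14 and for D4, 379 (44.2%) had opposite signs, with a Spearman's rho of 0.160 and a Pearson's r of 0.222 (p = 1e-05 for both, the smallest 100000 permutations can give, adjusted p = 1.2e-05). As measured, the fold changes did not run against those of differentiation in either line. Noise of the shared GFP libraries in GM can raise these values, so a weak opposing relation is not excluded. Genes higher with METTL3 were higher at D4 in 66.7% of cases, and genes lower with METTL3 were higher at D4 in 48.8%. For METTL14 these shares were 70.3% and 55.6%. Genes are not independent replicates, and the correlations are weak.

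Because D4 and the overexpressing cells were compared with the same GFP libraries in GM, noise of those libraries could give equal signs. Signs were therefore counted among the genes with an absolute Wald statistic of at least 5 in both tables. The share with the same sign was 57.9% for METTL3 (157 of 271 genes, two-sided exact binomial test against equal shares, p = 0.0106). Such noise itself favours equal signs, and how often it alone would give them was not computed. The METTL3 value therefore does not exclude this noise. For METTL14 the share was 52.2% (93 of 178 genes, exact binomial test, p = 0.600), so by this test the METTL14 relation cannot be told apart from that noise. With an absolute log2 fold change of at least 1 in both tables, 37.9% of 240 genes had opposite signs for METTL14 (Spearman's rho 0.255, permutation test, p = 6e-05), and with an adjusted p of at most 0.01 in both, 42.2% of 519 (rho 0.202, permutation test, p = 1e-05, the smallest they can give). After transcript length and GC content were regressed out of both fold changes, Spearman's rho was 0.112 for METTL3 and 0.171 for METTL14. A feature of the GFP libraries larger than noise was not tested, so no biological reading is given. Of the 5 genes with the highest Wald statistics at D4, Actn3, Ryr1 and Tnnt3 were lower with METTL3 (-1.81, -1.26 and -2.38) and METTL14 (-1.92, -1.48 and -2.08) in the authors' deposited tables. Of the other 2, Acta1 was higher with METTL14 (0.84) and not listed for METTL3, and Tnnc1 was listed for neither.

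The similarity of METTL3 and METTL14 may in part come from the shared GFP libraries, since 95.9% of the shared genes had no difference between the lines at an adjusted p under 0.05. With a covariance for the shared GFP libraries in the standard error, 127 of the 809 differed. A common function would also give few differences, so by this test the similarity cannot be told apart from a feature of the GFP libraries. Noise of the GM libraries alone would also enter the comparison of D4 with GM, where Pearson's r was 0.131 with METTL3 and 0.222 with METTL14, against 0.947 between METTL3 and METTL14. A feature of the GFP line would cancel there, because the D4 libraries are from GFP-overexpressing cells as well, so this comparison does not speak to it.

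The Dusp genes listed for METTL3 (9) and METTL14 (5) were all lower, although at D4 only 7 of 15 were. Against the other calls, of which 53.0% and 55.2% were lower, Fisher's exact test (two-sided) gave p = 0.00440 for METTL3 and p = 0.0694 for METTL14. Since the family was picked after its signs were seen, the pattern cannot be told apart from the overall excess of lower calls, and it was not recomputed under another normalization. The median mean normalized count of the Dusp genes was 432 in both tables, above the first quartile of all listed genes (209 and 191) but below their median (620 and 556). Of the METTL3 Dusp genes, Dusp2 (82.3) and Dusp22 (145) were below that quartile in the authors' deposited table, so a part played by low counts was not excluded.

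If more ERK signaling raised the transcripts of ERK target genes, most listed targets would be higher in the overexpressing cells. Of a list of 19 such genes, 5 were listed for METTL3 and 20.0% of them were higher (Epha4 higher, and Dusp5, Etv4, Phlda1 and Spry2 lower; exact binomial test, two-sided, p = 0.375). For METTL14, 3 were listed and 0% were higher (Etv4, Phlda1 and Spry2 lower; exact binomial test, two-sided, p = 0.25). With so few listed genes the test cannot tell whether ERK signaling raises ERK target transcripts. At D4, 17 were listed and 13 were lower.

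Mknk2 was lower in both overexpressing lines, and 2 technical explanations were examined. Its exons share 0 bases with the exons of another gene, so reads shared with an overlapping gene are an unlikely source. The METTL3 and METTL14 changes were equal within error (z = -0.00438), which a shared effect and high Mknk2 in the shared GFP libraries would both give, so by this test the change cannot be told apart from the latter. Its higher value at D4 (0.74 in the authors' deposited table) does not decide this, since the D4 libraries are from GFP-overexpressing cells too and differentiation can change Mknk2 itself. Of the listed genes, 82.1% for METTL3 and 84.8% for METTL14 had a larger absolute log2 fold change than Mknk2.

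Of the other m6A genes the paper names, Fto was higher in all 3 comparisons in the authors' deposited tables (log2 fold change 0.56 at D4, 0.56 with METTL3 and 0.37 with METTL14). Ythdf1 (-0.64) and Ythdf2 (-0.74) were lower at D4 in the authors' deposited table, and Alkbh5, Ythdf3 and Ythdc1 were in none of the tables. The IGF2BP proteins, which the paper names as readers, were looked at after their values were seen. Igf2bp2 was lower with METTL3 (-0.64) and METTL14 (-0.55), and so was Igf2bp3 (-1.51 and -2.20, at a mean normalized count of 22.9), while Igf2bp1 was lower at D4 (-2.33, at a mean normalized count of 15.3), in the authors' deposited tables. Cbll1, the gene for HAKAI, was at -0.56 at D4 in the authors' deposited table. Akt1 was at -0.73 and Mapk3 at -0.44 at D4 in the authors' deposited table.

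Further genes that the paper mentions were also looked at after their values were seen. Eif4e was at -1.70, Eif4g2 at -0.54, Eif4g3 at 0.72 and Gapdh at -1.07 at D4 in the authors' deposited table. Ly6a, the gene for Sca1, was higher in all 3 comparisons (1.61 at D4, 1.39 with METTL3 and 0.47 with METTL14), and Vcam1 was higher with METTL3 (0.60), in the authors' deposited tables.

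The paper names the Ensembl annotation (version 102), whereas the gene types in the deposited tables match those of GENCODE M21 for 9787 of the 9823 genes of the D4 table, 1753 of the 1754 for METTL3 and all 1102 for METTL14. Gene names matched less often, for 9678, 1733 and 1093 genes. No comparison with version 102 was made, so the release used is left open.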
